# Ginkgolic acid, a sumoylation inhibitor, promotes adipocyte commitment but suppresses adipocyte terminal differentiation of mouse bone marrow stromal cells

**DOI:** 10.1038/s41598-018-20244-0

**Published:** 2018-02-07

**Authors:** Huadie Liu, Jianshuang Li, Di Lu, Jie Li, Minmin Liu, Yuanzheng He, Bart O. Williams, Jiada Li, Tao Yang

## Abstract

Sumoylation is a post-translational modification process having an important influence in mesenchymal stem cell (MSC) differentiation. Thus, sumoylation-modulating chemicals might be used to control MSC differentiation for skeletal tissue engineering. In this work, we studied how the differentiation of mouse bone marrow stromal cells (mBMSCs) is affected by ginkgolic acid (GA), a potent sumoylation inhibitor also reported to inhibit histone acetylation transferase (HAT). Our results show that GA promoted the differentiation of mBMSCs into adipocytes when cultured in osteogenic medium. Moreover, mBMSCs pre-treated with GA showed enhanced pre-adipogenic gene expression and were more efficiently differentiated into adipocytes when subsequently cultured in the adipogenic medium. However, when GA was added at a later stage of adipogenesis, adipocyte maturation was markedly inhibited, with a dramatic down-regulation of multiple lipogenesis genes. Moreover, we found that the effects of garcinol, a HAT inhibitor, differed from those of GA in regulating adipocyte commitment and adipocyte maturation of mBMSCs, implying that the GA function in adipogenesis is likely through its activity as a sumoylation inhibitor, not as a HAT inhibitor. Overall, our studies revealed an unprecedented role of GA in MSC differentiation and provide new mechanistic insights into the use of GA in clinical applications.

## Introduction

Sumoylation is a post-translational modification in which small ubiquitin modifiers (SUMOs) are conjugated to protein targets by the E1, E2, and E3 sumoylation enzymes. The SUMO-specific protease family (SENP) desumoylases can remove SUMO modifications from proteins^1,2^. Sumoylation and desumoylation are involved in a variety of cellular processes such as nuclear-to-cytosolic translocation, transcriptional regulation, apoptosis, protein stability, response to stress, and stem cell/progenitor maintenance, pluripotency, and differentiation^2–6^. Mesenchymal stem cells (MSCs) are able to renew themselves and give rise to bone, cartilage, fat, etc., thus holding a promise of cell therapy and tissue engineering^7^.

Our current understanding of sumoylation in osteogenesis remains limited, and the available results are somewhat inconsistent. UBC9 (ubiquitin conjugating enzyme 9), the only known E2 sumoylation enzyme in cells, negatively regulates osteoblastic differentiation induced by BMP (bone morphogenetic protein), partially via sumoylation of SMAD4^8^. Recently, it was reported that the desumoylase SENP3 is associated with MLL1/MLL2 complexes and desumoylates RBBP5, thus activating a subset of HOX genes that regulate osteoblast differentiation^9^. In contrast, knocking down an isoform of PIAS2, which is an important E3 SUMO ligase, can markedly reduce the expression of osterix (OSX, a key osteogenic transcription factor), thus suppressing osteoblastic differentiation and matrix mineralization^10^. Also, *Ubc9* silencing can inhibit BMP signaling in a dose-dependent manner by decreasing SMAD4 and p-SMAD1 levels, leading to a reduction of RUNX2 expression^11^.

The relationship between sumoylation and adipogenesis also remains controversial. Some evidence suggests that sumoylation promotes adipogenesis. For example, i) *Sumo1*-null mice on a high-fat diet gained less weight, had fewer and smaller adipocytes, and had decreased PPARγ target gene expression^12^; ii) a reduced level of UBC9 in 3T3-L1 adipocytes caused a significant delay in PPARγ and C/EBPα expression; and iii) UBC9 has been found to regulate glucose transporter 4 (GLUT4) turnover in adipocytes^13^. On the other hand, some studies suggest that sumoylation pathways suppress adipogenesis. As examples, the expression of the desumoylase SENP2 is markedly increased upon adipogenesis induction, and its knockdown causes a reduction of C/EBPβ protein without affecting the mRNA level^14^. SENP1 enhances adipogenesis through SHARP-1 desumoylation, thus enhancing PPARγ expression and adipocyte differentiation^15^. In addition, several transcription factors regulating adipogenesis are sumoylation targets: for instance, the transcriptional activity of PPARγ, C/EBPα, and C/EBPβ can be negatively regulated by sumoylation^16,17^, and the sumoylation of KLF5 regulates the transcriptional programs of lipid metabolism^18^. Overall, these varied actions of the sumoylation process in osteogenesis and adipogenesis reflect the diversity of sumoylation targets and the complexity of MSC differentiation.

Recently, altered sumoylation has been implicated in cancer development and in aging (reviewed in^19,20^), suggesting that sumoylation-modulating chemicals might be of value for disease treatment. In fact, a few sumoylation inhibitors have been used for this purpose. Ginkgolic acid, a natural component extracted from *Ginkgo biloba* leaves that directly binds to and inhibits the sumoylation E1 enzyme (SAE1/SAE2)^21^, has shown a promising effect in suppressing cancer cell growth and migration^22–25^. Because sumoylation plays an important role in regulating stem cell maintenance and differentiation, we are motivated to study the function of sumoylation-modulating chemicals in MSC differentiation. Here, we report the role of ginkgolic acid in the osteogenesis and adipogenesis of MSCs.

## Results

### GA blocked mBMSC osteogenic differentiation

To explore the gross effect of the sumoylation pathway in osteogenic differentiation, we chose primary mouse bone marrow stromal cells (mBMSCs) as an experimental model, because they are readily differentiated *ex vivo* into osteoblasts and adipocytes^26^. Ginkgolic acid (GA) was chosen to suppress the sumoylation pathway because it was reported as a potent inhibitor of the sumoylation E1 enzyme^21^. We confirmed the sumoylation-inhibiting activity of GA in both the HEK293 cells and mBMSCs (Fig. 1A).

**Figure 1:**
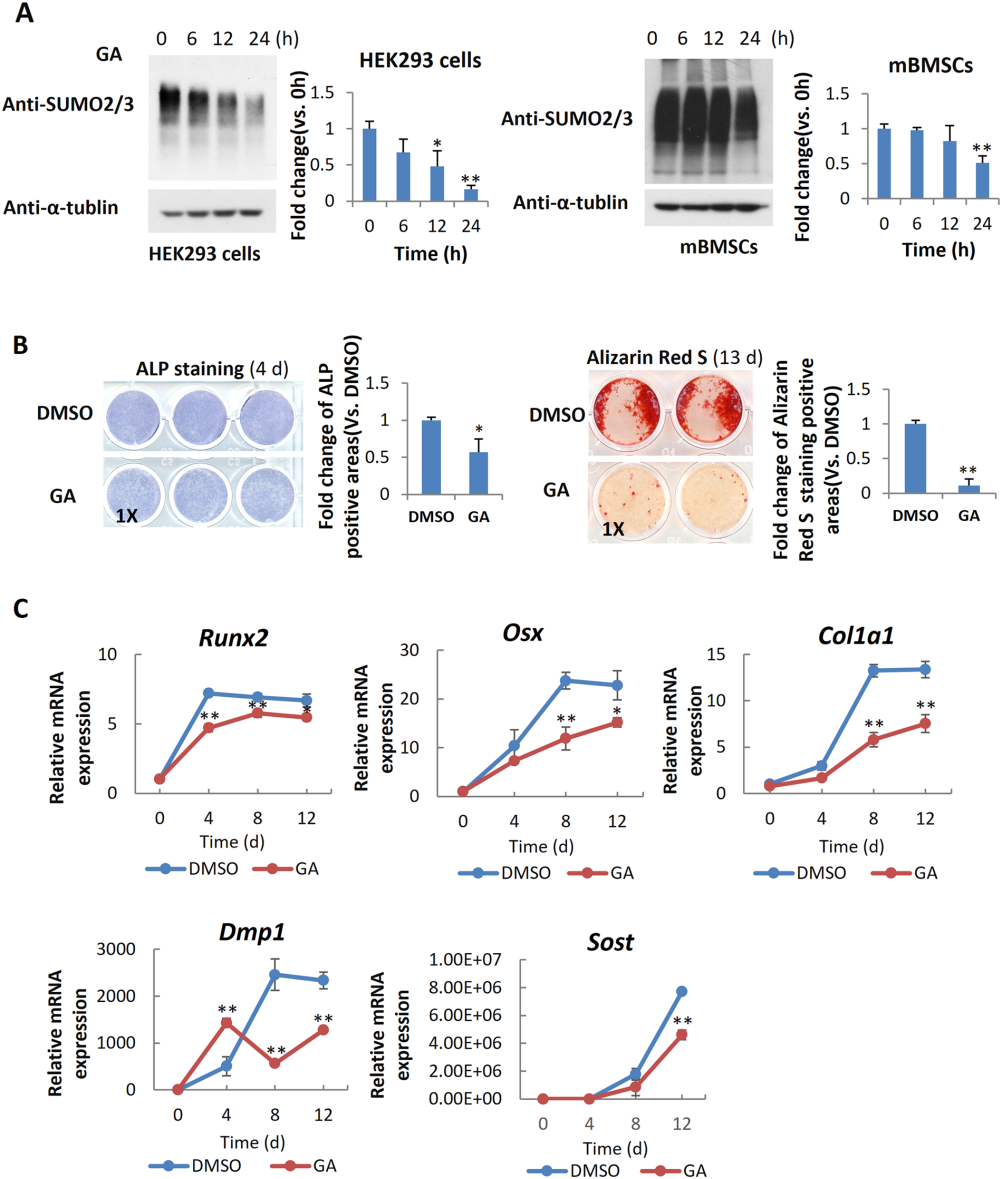
GA inhibited mBMSC osteogenic differentiation. (**A**) GA treatment (50 μM) led to a decrease of total sumoylated proteins in HEK293 cells and mBMSCs (*p < 0.05, **p < 0.01; n = 3). (**B**) GA treatment inhibited early and late osteogenic differentiation in mBMSC cultures as indicated by ALP staining and Alizarin Red S staining, respectively, and quantified on the right. (*p < 0.05, **p < 0.01; n = 3). (**C**) Treatment of mBMSCs in osteogenic cultures with GA (50 μM) caused a decrease in osteoblast and osteocyte differentiation markers. (*p < 0.05, **p < 0.01; n = 3).

We found that mBMSCs incubated in osteogenic differentiation medium with 50 µM GA showed a distinct decrease in both alkaline phosphatase (ALP) activity at day 4 and Alizarin Red S staining at day 13 (Fig. 1B). We also found that the expression of osteoblast markers *Runx2*, *Osx*, and *Col1a1* and the osteocyte markers *Dmp1* and *Sost* were all significantly decreased (Fig. 1C). These data suggested that GA blocked both the early and late osteogenic differentiation of mBMSCs.

### GA enhanced mBMSC adipogenesis under osteogenic induction

To our surprise, in osteogenic cultures we observed that many GA-treated mBMSCs contained bright, round vesicles reminiscent of lipid droplets (Fig. 2A); this was confirmed by oil red O staining (Fig. 2B). Moreover, the GA-treated mBMSCs cultured in osteogenic medium showed a markedly elevated expression of adipogenic regulators and adipocyte markers, including *Pparg*, *Cebpα*, *Fabp4*, *Glut4*, and *Plin1* (Fig. 2C), suggesting that GA robustly promoted mBMSCs adipogenesis even under osteogenic induction.

**Figure 2:**
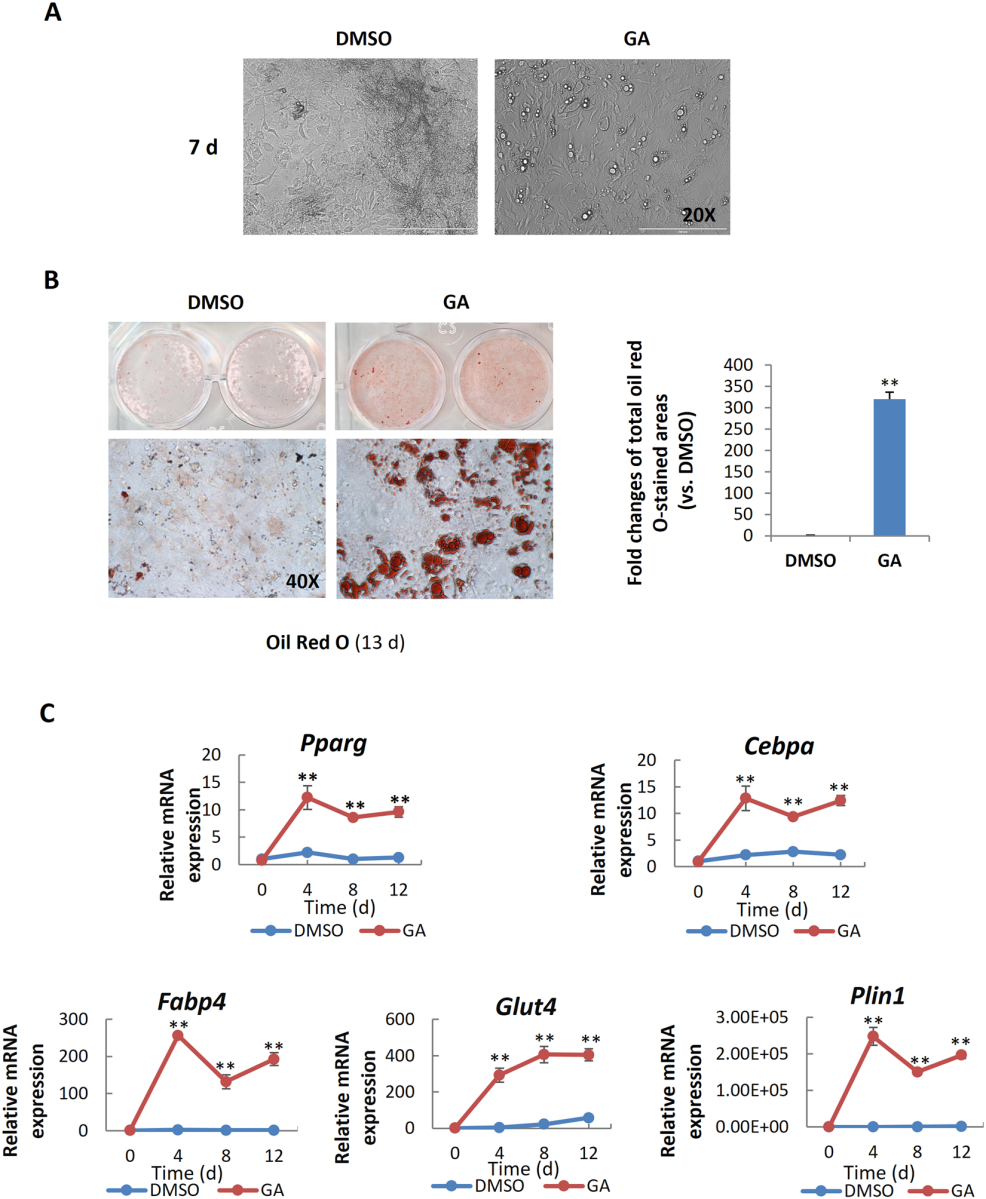
GA enhanced the adipogenesis of mBMSCs in osteogenic culture medium. (**A**,**B**) Phase-contrast microscopy (**A**) and oil red O staining (**B**) showed GA-induced lipid droplet formation in the mBMSC cultures at day 7 and 13 respectively in osteogenic medium; the oil red O–stained areas are quantified on the right (**p < 0.01; n = 3). (**C**) GA treatment increased the expression of key adipogenic markers (**p < 0.01; n = 3).

### Dexamethasone was required for GA-induced mBMSC adipogenesis

The above data suggest that GA may be able to switch the fate of mBMSCs from osteogenesis to adipogenesis, but it was unclear whether GA alone was sufficient or component(s) of the osteogenic medium were also required. To dissect this, we first treated mBMSCs with GA alone in normal culture medium for 6 d and found no adipogenesis (data not shown), suggesting that one or more component(s) in the osteogenic medium was required. Next, we treated cultured mBMSCs with GA plus each component of the osteogenic medium, including ascorbic acid (VC), β-glycerophosphate (β-GP), and dexamethasone (DEX). Our data showed that only DEX synergized with GA in adipogenic induction (Fig. 3A).

**Figure 3:**
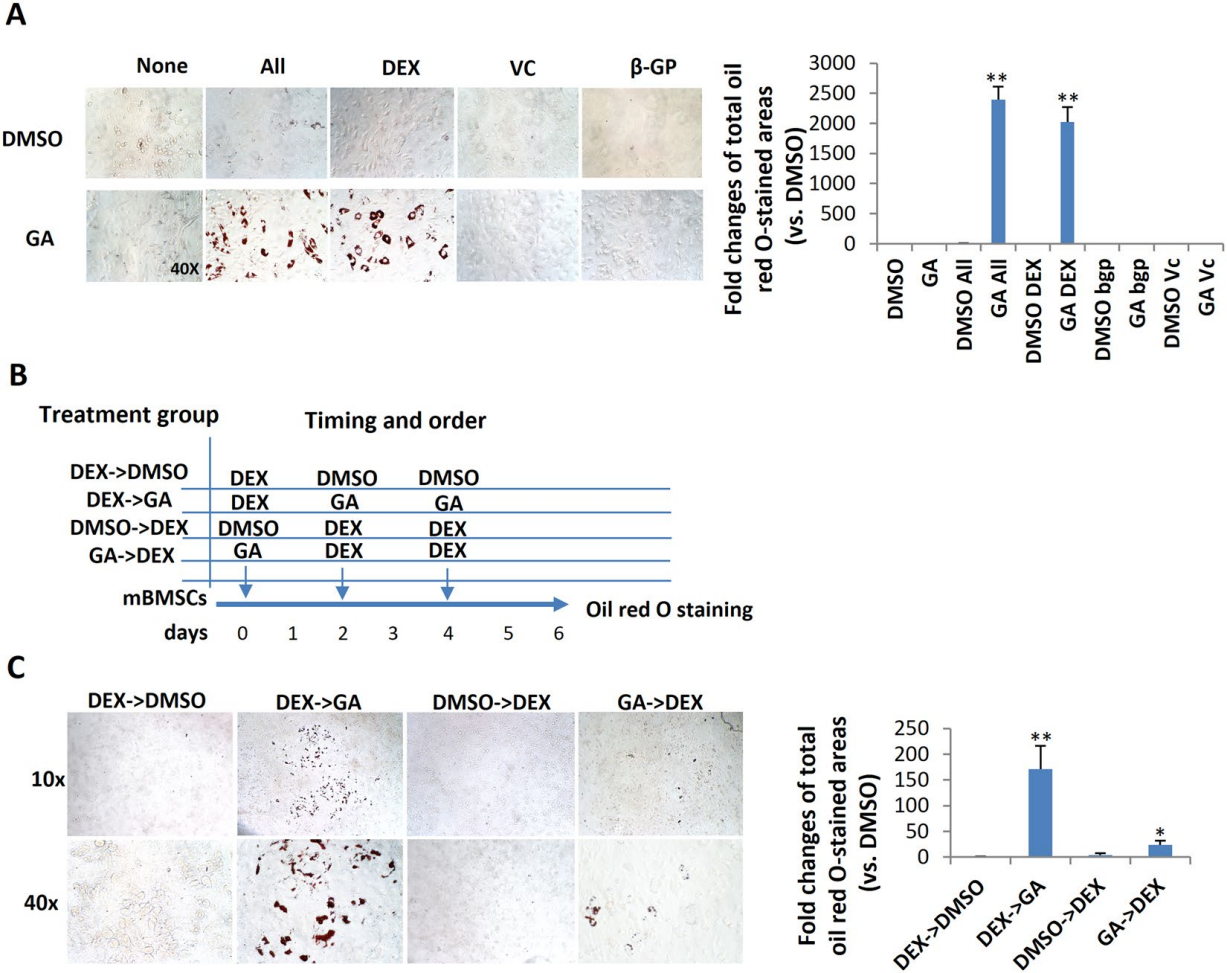
Dexamethasone potentiated GA-induced mBMSC adipogenesis. (**A**) Oil red O staining of mBMSCs cultured in GA (50 μM) with the complete osteogenic medium or individual components. The oil red O–stained areas are quantified on the right (**p < 0.01; n = 3). (**B**) The experimental scheme for DEX and GA treatment. (**C**) mBMSCs treated with DEX followed by GA (50 μM) showed enhanced adipogenesis. The oil red O staining of mBMSC cultures at day 6; the positively stained areas are quantified on the right (*p < 0.05, **p < 0.01; n = 3).

To understand the action sequence of GA and DEX in adipogenic fate determination, we first treated mBMSCs with DEX or GA for 48 h, then switched to the other compound for the following 4 days. DMSO was used as a control, and the treatment scheme is shown in Fig. 3B. We found that only the DEX-to-GA treatment produced large number of oil red O–positive cells; GA-to-DEX treatment produced few. The DEX-to-DMSO and DMSO-to-DEX treatments produced no oil red O–positive cells (Fig. 3C), suggesting that DEX is necessary for potentiating mBMSCs to a GA-induced adipogenic fate.

### Transcriptomic changes in mBMSCs co-treated with DEX and GA

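The transcriptomes compared were those of mBMSCs, the stromal cells of mouse bone marrow used throughout the study, after 3 d in GA (50 μM) plus DEX (2 libraries) or in DMSO plus DEX (2 libraries). GA, ginkgolic acid, is the sumoylation inhibitor under study, and DEX, dexamethasone, is a synthetic glucocorticoid. The sample labels give the DEX dose as 1 μM, and the paper's RNA-seq text gives none. No source used here states whether the 2 libraries of a group came from separate mice or cultures, so p-values measure only the spread between these libraries, which can be technical. The authors deposited FPKM values (fragments per kilobase of gene, scaled to the reads of the library) for 47069 Ensembl gene identifiers, of which 23665 were at 0 in all 4 libraries.
The values kept the depth of each library. Multiplied by exon length, those of 1279 to 1371 genes per library fell on a shared lowest step, taken as 1 read, and the size of that step put the reads behind the FPKM values at 31069538 and 25717834 for DMSO plus DEX and at 21559951 and 24611800 for GA plus DEX. Between the 2 libraries of a group, the difference in recovered reads gave a mean chi-square per gene of 11.1 for DMSO plus DEX and 6.51 for GA plus DEX, where sampling alone gives 1, and a median of 0.942 and 1.10, where it gives 0.455. This spread beyond sampling does not tell separate samples from repeat libraries, and all 4 were counted as samples. Of all reads, 22.7% in DMSO plus DEX and 12.7% in GA plus DEX came from the 10 genes with the most reads, among them the bone matrix genes Col1a1, Col1a2, Ibsp and Sparc. FPKM is a share of the library, and the median gene was 0.19 higher in GA plus DEX on the log2 scale. Fold changes are given as deposited, and the calls in a list are also counted after the log values of the libraries were shifted to the same median, where this altered the counts.
Genes with a mean FPKM of at least 1 over the 4 libraries (12174 genes) were tested with limma on log2(FPKM + 1), two-sided, with Benjamini-Hochberg adjustment, at an adjusted p under 0.05. A log2 fold change on this scale understates the change of genes with low FPKM, while a fold is the ratio of the mean FPKM values. Gene lists written before the data were examined were tested with limma's camera, which compares a list with all other genes, at a preset correlation of 0.01 between genes. With the preset value camera called 17 lists higher and 8 lower of 43. With a correlation estimated from these 4 libraries camera called 0 lists (2 higher and 2 lower at an unadjusted p under 0.05), and limma's fry, which asks whether a list moves on balance, called 25 higher and 5 lower. Fry does not compare a list with other genes. It was run on the values as deposited, where the median gene was 0.19 higher, so a rise by fry can reflect the scaling of the libraries. Both camera p-values are given. The one with an estimated correlation rests on the 2 residual degrees of freedom of these libraries, so hardly any list could pass. Not passing there therefore says little about a list. The preset value can in turn be too low, since the estimate was 0.73 for the respiratory chain.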

To investigate how GA influences the fate of mBMSCs, we compared the transcriptomic profiles of mBMSCs under DEX-plus-DMSO vs. DEX-plus-GA treatment (3 d) by RNA sequencing (RNA-seq) (Fig. 4A). 

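Genes of fatty acid oxidation and of the lipolysis list rose together in GA plus DEX. All 19 genes tested of mitochondrial fatty acid oxidation were higher (median log2 fold change 1.11), led by Acsl1, which activates fatty acids (65.8-fold), and Acadm, the medium-chain acyl-CoA dehydrogenase (3.89-fold). All 15 genes of the lipolysis list were higher (median 4.44). Among them were the triglyceride lipase gene Pnpla2, from 24.0 ± 1.37 to 542 ± 25.2 FPKM (SD, n = 2), and the lipid droplet genes Cidec and Plin1. The list is thus not one of fat release alone. Higher as well were all 18 PPARG target genes (median 5.22; 17 after the shift to a common median). Fabp4, the fatty acid binding protein of adipocytes, was at 1529 ± 220.4 FPKM against 9.88 ± 1.04 (SD, n = 2). Of 28 citrate cycle genes, 27 were higher and 1, Pck2, was lower (25 and 1 after the shift). Pcx, pyruvate carboxylase, rose 8.57-fold and Idh3a, a subunit of isocitrate dehydrogenase, 2.80-fold. Of 26 genes of insulin signaling, 22 were higher, 3 did not pass and 1, the AKT inhibitor gene Trib3, was lower (18 higher and 3 lower after the shift, and 2 lower without GA replicate 2). Slc2a4, the insulin-responsive glucose transporter GLUT4, rose 16.2-fold, while the kinase gene Akt1 (log2 fold change -0.09, adjusted p = 0.187 from limma) and the receptor substrate gene Irs1 (-0.12, adjusted p = 0.27) did not pass, although both were called lower after the shift and Irs1 also without GA replicate 2 (adjusted p = 0.0285).
Matrix genes went both ways, in libraries where osteoclast genes (median log2 fold change 1.54) and macrophage genes (0.54) were higher. Of 37 genes of extracellular matrix glycoproteins and proteoglycans, 19 were lower, 11 higher and 7 did not pass, and after the shift 24 were lower and 6 higher. Postn, Lum, Cthrc1 and Dcn fell, with log2 fold changes of -1.52 to -1.70, and the basement membrane genes Lamb1 (2.96-fold), Nid1 (2.97-fold) and Lamc1 (1.87-fold) rose, as did the proteoglycan gene Vcan (4.13-fold). Of 25 genes of focal adhesions and integrins, 10 were higher and 5 lower, and 6 were higher and 11 lower after the shift. The caveolar coat gene Cav1 rose 12.7-fold, and the collagen-binding integrin gene Itga11 was 1.74-fold lower. Of 26 ligand and receptor genes upstream of PI3K-AKT, 14 were higher and 7 lower (13 and 12 after the shift). Ghr, the growth hormone receptor, rose 5.88-fold and Kitl, stem cell factor, 5.03-fold, and the platelet-derived growth factor genes Pdgfd and Pdgfc were 1.78-fold and 1.73-fold lower.
The camera adjusted p was 9.73e-09 for fatty acid oxidation, 5.45e-12 for lipolysis, 1.38e-13 for PPARG targets, 1.74e-07 for the citrate cycle and 8.19e-05 for insulin signaling, all as rises, and 2.48e-06 for the matrix list as a fall. In the same order, the adjusted p = 0.492, 0.408, 0.408, 0.492, 0.408 and 0.408 with an estimated correlation. Focal adhesion (adjusted p = 0.522) and the PI3K-AKT list (0.895) did not pass, and camera placed both lower than other genes although their medians were 0.10 and 0.44. All counts here were the same when adjusted over the list alone. The themes were chosen because the paper reports them from these libraries, so the counts are not independent evidence of their direction. The lists also share genes. Of the genes tested, 11 of the 15 in lipolysis and 16 of the 18 PPARG targets stand in other lists too, so their rises are not separate results.

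**Figure D1:**
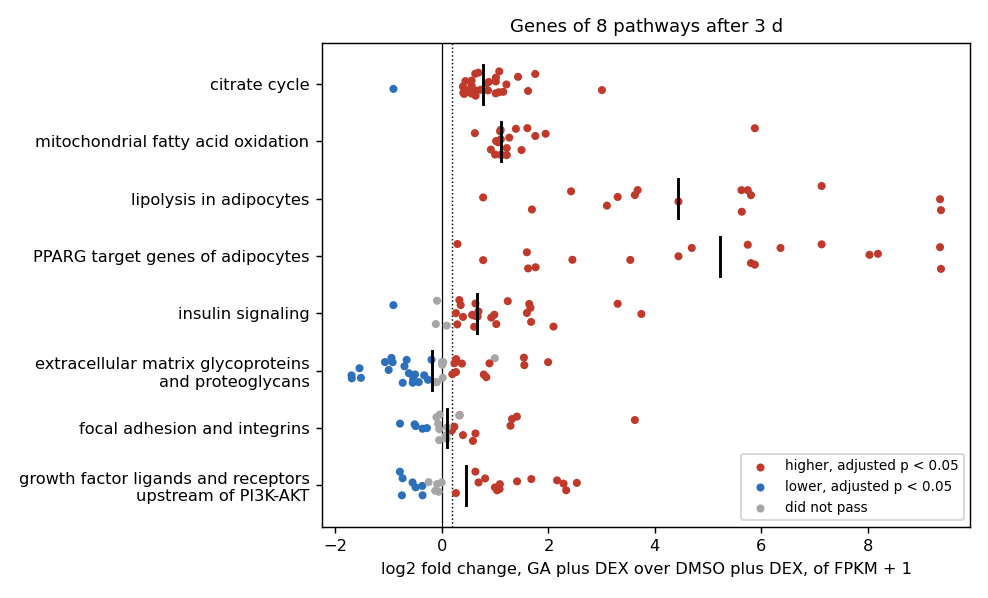
Log2 fold change of each gene tested (horizontal axis, GA plus DEX over DMSO plus DEX, of FPKM + 1) in 8 gene lists; 1 point is 1 gene, the short bars are list medians and the dotted line is the median of all genes tested (0.19). Points of fatty acid oxidation, lipolysis and PPARG targets all lie to the right of 0, and those of the lower 3 lists lie on both sides.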

By pathway analysis using DAVID (Database for Annotation, Visualization and Integrated Discovery), we found that the citrate cycle, lipolysis and fatty acid degradation/metabolism, insulin resistance, and PPAR signaling were the most significantly enhanced, while ECM receptor interaction, focal adhesion, and the PI3K/Akt pathway were decreased. In addition, the expression of mitochondrial genes was markedly elevated, but the expression of osteogenesis, ECM, and collagen genes was decreased (Fig. 4B)^27^. 

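Mitochondrial genes rose broadly and by modest amounts. Of 52 nuclear genes of the respiratory chain, 49 were higher and none was lower in GA plus DEX (50 higher when adjusted over the list alone), with a median log2 fold change of 0.55. Atp5g3, a subunit of ATP synthase, rose 2.09-fold and Cyc1, cytochrome c1, 2.04-fold, while the abundant Cox6a1 did not pass (log2 fold change 0.08, adjusted p = 0.395 from limma). Of 12 transcripts of the mitochondrial genome, 11 were higher, among them mt-Nd4 (2.07-fold). Of 30 genes of the mitochondrial ribosome, 27 were higher (median 0.39), led by Mrps22 (2.34-fold). After the shift to a common median, 37 respiratory chain genes, 11 mitochondrial transcripts and 9 mitochondrial ribosome genes were higher and none was lower.
All 21 genes tested of osteoblasts and osteocytes fell. In the same libraries 8 of 9 osteoclast genes were higher (median 1.54; 8 higher and 1 lower after the shift), as were 19 of 22 macrophage genes (median 0.54; 14 higher and 1 lower after the shift). The osteoblast transcription factor genes Runx2 and Sp7 (osterix) went from 85.4 ± 2.75 to 57.6 ± 5.04 and from 169.6 ± 7.38 to 83.1 ± 8.05 FPKM (SD, n = 2). Bglap, osteocalcin, was 3.21-fold lower, and Dmp1, a matrix protein of osteocytes, 2.58-fold lower. Sost, the sclerostin gene, was listed at 0 in all 4 libraries. After quantile normalization 18 of the 21 were lower and none was higher, and 13 were lower without DMSO replicate 1 and as many, 13, with no minimum FPKM. Of 20 collagen genes, 12 were lower and 8 higher (12 and 6 after the shift). Col1a1, the main collagen of bone, fell from 48169 ± 2965 to 21133 ± 2676 FPKM (SD, n = 2; log2 fold change -1.19, adjusted p = 5.98e-04 from limma), but with quantile normalization Col1a1 and Col1a2 held the same ranks in every library and their log2 fold change was 0. Col1a2 (1.93-fold), Col3a1 (1.92-fold) and Col7a1 (2.85-fold) were also lower. Without DMSO replicate 1, Col1a1 (adjusted p = 0.0568) and Col1a2 (0.0572) did not pass, nor did they with no minimum FPKM (0.443 and 0.299). Col15a1 (5.80-fold), the basement membrane genes Col4a1 (4.13-fold) and Col4a2 (3.06-fold), and Col5a3 (4.20-fold) rose.
By camera, the adjusted p was 5.65e-16 for the fall of osteoblast genes (adjusted p = 0.357 with an estimated correlation) and 1.10e-07, 0.00257 and 0.0025 for the rises of the respiratory chain, mitochondrial transcripts and mitochondrial ribosome (adjusted p = 0.627, 0.605 and 0.597 with an estimated correlation). For the collagens it was 0.00515 (adjusted p = 0.679 with an estimated correlation), and 0.36 after the shift to a common median, with a range of 0.00131 to 0.978 over all alternatives. The other counts were the same when adjusted over the list alone, and these themes too are ones the paper reports from these libraries.

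**Figure D2:**
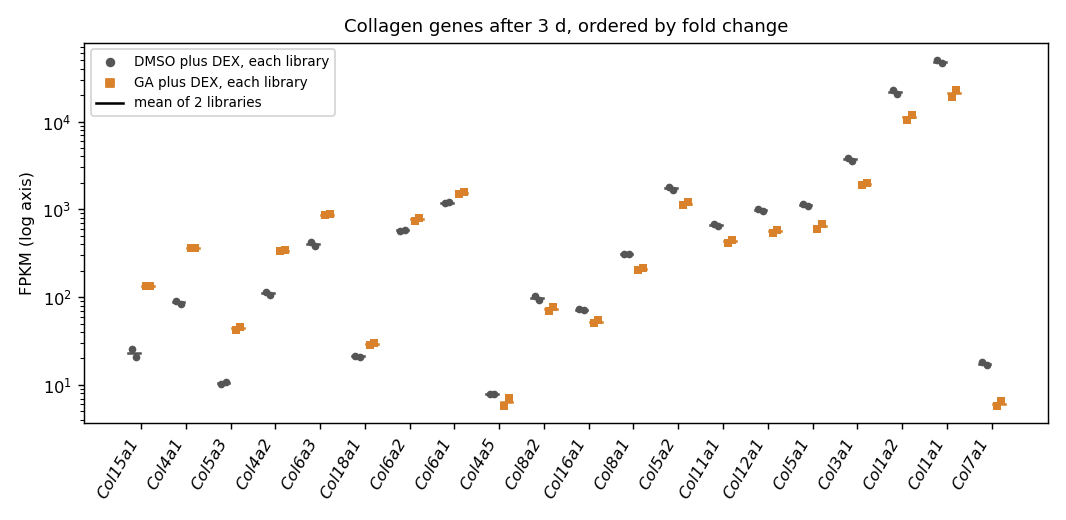
FPKM of the 20 collagen genes tested (vertical axis, log scale) in each of the 2 libraries of DMSO plus DEX (circles) and of GA plus DEX (squares), with the mean of each pair as a bar, ordered by log2 fold change. The 8 genes at the left were higher in GA plus DEX, and the others, which include the most abundant ones, were lower.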

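Markers of mature adipocytes rose without exception among the genes tested. All 18 were higher in GA plus DEX, with a median log2 fold change of 4.57 (camera adjusted p = 2.40e-14; adjusted p = 0.408 with an estimated correlation). Lipe, hormone-sensitive lipase, rose 79.2-fold to 127 ± 6.85 FPKM (SD, n = 2). Of 17 genes of lipogenesis and triglyceride synthesis, all were higher (median 1.67, camera adjusted p = 5.57e-09; adjusted p = 0.408 with an estimated correlation), and 15 after the shift to a common median. Gpd1, which makes the glycerol backbone of triglycerides, rose 579.7-fold, and Scd1, stearoyl-CoA desaturase, rose 26.2-fold to 836 ± 45.6 FPKM (SD, n = 2). Of 34 peroxisome genes, 32 were higher and none was lower (median 0.67, camera adjusted p = 1.33e-07; adjusted p = 0.408 with an estimated correlation), and 25 were higher after the shift. Pex16, a peroxisome assembly gene, rose 5.95-fold.
Fig. 4C also shows sets of the unfolded protein response and of mesenchymal genes. Of 24 genes of the unfolded protein response, 9 were higher and 6 lower, and 2 were higher and 11 lower after the shift (camera adjusted p = 0.139 before it, as a fall, although the median log2 fold change was 0.08). The co-chaperone gene Dnajb9 rose 1.43-fold, and Ddit3, the stress transcription factor CHOP, was 1.59-fold lower. Without DMSO replicate 2, 5 were higher and 4 lower, the camera adjusted p of this list was 0.0286, and it ranged from 0.0286 to 0.754 over all alternatives. Of 23 mesenchymal and myofibroblast genes, 10 were lower and 3 higher, and 17 and 2 after the shift (camera adjusted p = 4.43e-06; adjusted p = 0.408 with an estimated correlation). Timp1, a metalloproteinase inhibitor, was 2.93-fold lower and Inhba, activin A, 2.16-fold lower, while the abundant Vim, vimentin, did not pass (log2 fold change 0.15, adjusted p = 0.101 from limma, and 0.0239 without GA replicate 2). Beside these falls, genes of osteoclasts (median 1.54) and macrophages (0.54) were higher in the same libraries. All counts of the lists on adipocytes, peroxisomes, the unfolded protein response and mesenchymal cells were the same when adjusted over the list alone. The themes are ones the paper reports from these libraries. Of the genes tested, 12 of the 18 mature adipocyte markers and 7 of the 17 lipogenesis genes also stand in other lists, so these lists are not separate evidence.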

GSEA (Gene Set Enrichment Analysis) also supported the finding that both the adipocyte differentiation and lipid metabolism pathways were enhanced (Fig. 4C)^28^.

**Figure 4:**
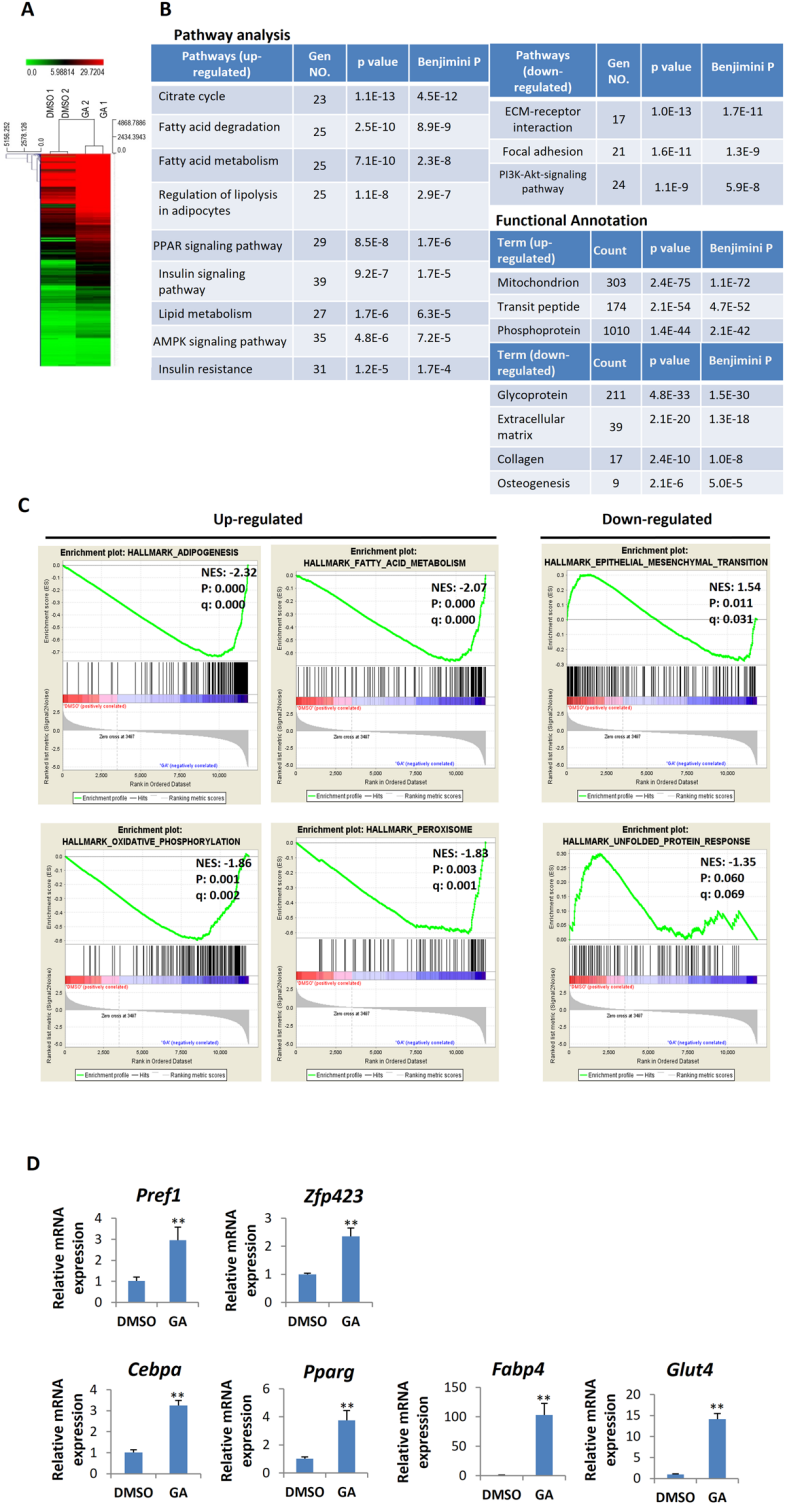
Transcriptomic changes in the mBMSCs caused by DEX-plus-GA treatment. (**A**) Heat map of differential gene expression in mBMSCs treated with GA (50 μM) plus DEX vs. DMSO plus DEX for 3 d (n = 2). (**B**) The most up-regulated and down-regulated pathways in the GA-plus-DEX treatment group revealed by DAVID GO analyses. Genes that showed significant difference between GA and DMSO treatments (p < 0.05) and had a log_2_ fold change > 0.5 or < –0.5 were chosen for analysis. (**C**) GSEA analyses of up-regulated and down-regulated gene sets (NES: normalized enrichment score; p: nominal p-value; q: false discovery rate q-value). (**D**) Altered expression of adipogenic genes in the mBMSCs treated with GA (50 μM) plus DEX vs. DMSO plus DEX for 4 d (**p < 0.01; n = 4).

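Among the 12 largest rises in GA plus DEX were genes of lipid droplets and the gene of an adipokine, and among the 12 largest falls were genes of bone matrix. Cidec, which enlarges lipid droplets, had FPKM values of 740.0 and 629 with GA and 0.0281 and 0.0339 with DMSO, a log2 fold change of 9.37 (standard error 0.08, adjusted p = 1.08e-09 from limma). Plin1, the coat protein of those droplets, had a log2 fold change of 9.36 (standard error 0.07, adjusted p = 8.84e-10). Adipoq, the adipokine adiponectin, went from 3.83 ± 0.646 to 1259.8 ± 134 FPKM (SD, n = 2), 329-fold. The other rises among the 12 largest were those of Gpd1, Fabp4, Angptl4, Mc5r, Acsl1, Aqp7, Lpl, G0s2 and Lipe, with log2 fold changes from 5.63 to 8.19. The 12 largest falls were smaller and ran from -1.57 to -2.06. They included Ly6c1 and Ly6a (the stem cell antigen Sca-1), the matrix genes Tnn, Postn, Lum and Aebp1, the osteocalcin genes Bglap and Bglap2, Isg15, Chac1, Tmem151a and Insc. Bglap and Bglap2 are near-identical copies and Ly6a and Ly6c1 close relatives, so the division of reads within each pair is uncertain. Postn, periostin, went from 2737 ± 19.2 to 842 ± 13.4 FPKM (SD, n = 2), 3.25-fold lower.
Over all genes tested, 5639 were higher and 1454 lower in GA plus DEX (adjusted p under 0.05 from limma), so 79.5% of the calls were rises. After the shift to a common median the calls were 2380 higher and 3392 lower, 41.2% rises. That shift matches the medians of the libraries and not of the changes, so the median log2 fold change was then -0.0437, with 43.5% of genes above 0. The shift moved every gene down by the same amount, and 717 of the first set of calls then had a log2 fold change of the opposite sign. At the thresholds of Fig. 4, 2051 genes were higher and 552 lower, and 1067 and 1173 after the shift. Hierarchical clustering placed the libraries by treatment. Pearson's r across genes, which are not independent replicates, was 0.994 within DMSO plus DEX, 0.996 within GA plus DEX and 0.945 to 0.954 between treatments.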

From the list of up-regulated genes, we noticed that genes for a set of important adipogenic transcription factors, including a crucial transcription factor for adipocyte commitment *(Zfp423*) and pivotal transcription factors for adipocyte maturation (*Pparg*, *Cebpα*, and *Srebf1*), were dramatically increased. 

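Zfp423, which commits cells to the adipocyte lineage (ENSMUSG00000045333), went from 6.92 ± 0.105 FPKM in DMSO plus DEX to 18.8 ± 1.04 in GA plus DEX (SD, n = 2), 2.72-fold (log2 fold change 1.33, standard error 0.07, adjusted p = 4.09e-06 from limma). Pparg (ENSMUSG00000000440), the nuclear receptor that drives adipocyte maturation, went from 18.3 ± 0.349 to 87.0 ± 6.48 FPKM, 4.76-fold (log2 fold change 2.19, standard error 0.07, adjusted p = 2.78e-07). Cebpa (ENSMUSG00000034957), its partner in maturation, rose 5.54-fold, from 50.1 ± 1.63 to 278 ± 5.13 FPKM (adjusted p = 7.17e-08). Srebf1 (ENSMUSG00000020538), a regulator of lipid synthesis genes, rose 2.55-fold, from 87.3 ± 1.43 to 223 ± 0.675 FPKM (adjusted p = 1.03e-06). For each of the 4 genes both GA libraries lay above both DMSO libraries. Of the 15 adipogenic transcription factor genes tested, 11 were higher and 2 lower, with the same counts when adjusted over the list alone, and 10 and 3 after the shift to a common median (camera adjusted p = 0.0176; adjusted p = 0.46 with an estimated correlation). Nr1h3, the liver X receptor, rose 3.51-fold, and the coactivator gene Ppargc1b went from 0.796 ± 0.026 to 6.05 ± 0.735 FPKM (SD, n = 2). Cebpb, which acts early in adipogenesis, was 1.24-fold lower (adjusted p = 0.00247), and Klf4 1.43-fold lower. Klf5 had FPKM values of 0.655 and 0.452 with DMSO and 0.485 and 0.661 with GA, below the minimum for the test. With a minimum mean FPKM of 5, the list's camera adjusted p was 0.0618, and it ranged from 4.00e-04 to 0.46 over all alternatives.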

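Genes of fatty acid and triglyceride synthesis, and some of mitochondria, were higher in both GA libraries than in both DMSO libraries. Fasn, fatty acid synthase, rose 3.20-fold, from 62.1 ± 1.04 to 199 ± 2.26 FPKM (SD, n = 2; adjusted p = 3.46e-07 from limma). Acaca and Acacb, the acetyl-CoA carboxylases, rose 3.28-fold to 76.3 ± 1.30 FPKM and 2.83-fold to 3.23 ± 0.136 FPKM (SD, n = 2), so that Acaca stayed the more abundant form. Dgat1 and Dgat2, which complete triglyceride synthesis, rose 8.42-fold (adjusted p = 1.10e-07) and 17.5-fold (adjusted p = 3.01e-08). The mitochondrial genes rose less. Sdha, a subunit of succinate dehydrogenase, rose 1.82-fold, from 228 ± 7.13 to 416 ± 17.8 FPKM (SD, n = 2; log2 fold change 0.86, standard error 0.06, adjusted p = 2.40e-05). Cycs, cytochrome c, rose 2.50-fold (log2 fold change 1.29, standard error 0.09, adjusted p = 1.84e-05). Sod2, the superoxide dismutase of mitochondria, rose 1.90-fold (adjusted p = 3.09e-05), and Ucp2, an uncoupling protein, 2.71-fold (adjusted p = 1.16e-06). All 9 genes also passed after the shift to a common median.

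**Figure D3:**
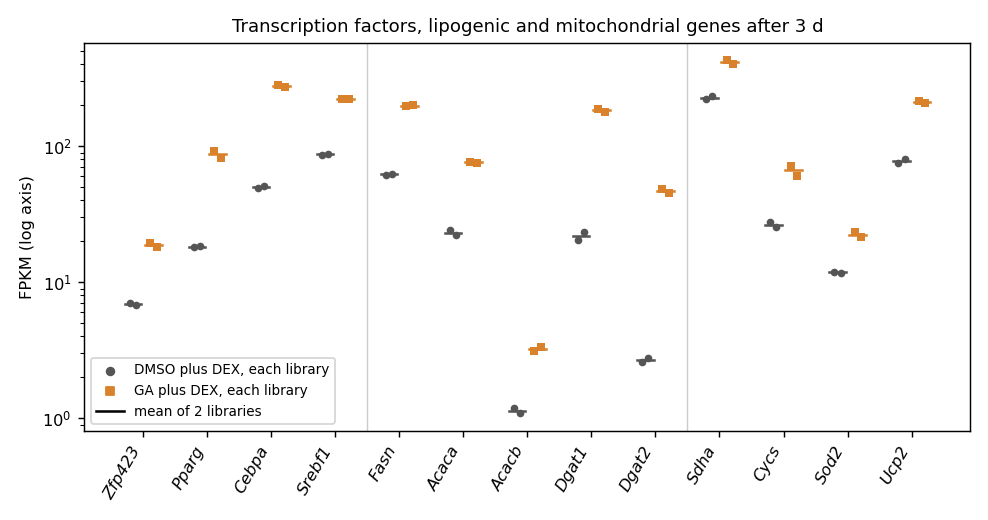
FPKM of 4 transcription factor genes (left), 5 lipogenic genes (middle) and 4 mitochondrial genes (right) on a log axis, in each of the 2 libraries of DMSO plus DEX (circles) and of GA plus DEX (squares), with the mean of each pair as a bar. In every gene shown the squares lie above the circles.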

Lipogenesis-related genes such as *Fasn*, *Acaca*, *Aacacb*, *Dgat1*, and *Dgat2* were also markedly increased, and many key components of mitochondrial functions, including *Sdha*, *Cycs*, *Sod2*, and *Ucp2*, were increased by 2- to 3-fold. Consistent with the RNAseq data, mBMSCs cultured in normal medium containing both DEX and GA led to a significant increase in the expression of genes for markers of pre-adipocytes (*Zfp423* and *Pref-1*), for markers of committed adipocytes (*Pparg* and *Cebpα*), and for markers of mature adipocytes (*Fabp4* and *Glut4*), relative to cultures treated with DEX and DMSO (control) (Fig. 4D). These data overall echo our findings that GA promoted adipogenesis but blocked osteogenesis.

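Set side by side, adipocyte genes and bone genes moved in opposite directions in the same libraries, in which osteoclast and macrophage genes were also higher (median log2 fold changes 1.54 and 0.54). Fabp4 rose 155-fold and Slc2a4 was at 71.4 ± 3.41 FPKM in GA plus DEX against 4.40 ± 0.0268 in DMSO plus DEX (SD, n = 2), while Sp7 was 2.04-fold lower and Runx2 1.48-fold lower (adjusted p = 2.99e-05 and 4.34e-04 from limma). Alpl, alkaline phosphatase, was 1.51-fold lower and Ibsp, bone sialoprotein, 1.69-fold lower, and both stayed abundant in GA plus DEX, at 2260.4 ± 225 and 9011 ± 211 FPKM (SD, n = 2). Ibsp did not pass without DMSO replicate 1 (adjusted p = 0.0512 from limma) or without DMSO replicate 2 (0.0749). With no minimum FPKM neither Ibsp (0.292) nor Alpl (0.0642) passed, and with quantile normalization Ibsp held the same rank in every library, at a log2 fold change of 0. Of 6 preadipocyte marker genes tested, 2 were higher and 3 lower (3 and 3 when adjusted over the list alone, and 1 and 3 after the shift to a common median), and the list did not pass (camera adjusted p = 0.104), while fry called it lower (0.0373, with a range of 0.0373 to 0.492 over all alternatives). Zfp423 and Pdgfra (1.20-fold) rose, Pdgfra no longer passing after the shift, Ly6a and Pdgfrb were 3.35-fold and 1.42-fold lower, and Klf2 fell by 0.47 on the log2 scale. From the pathway lists of these libraries, the adipogenic transcription factors and the lipogenic and mitochondrial genes, together with qPCR at 4 d, the paper concludes that the data echo its other findings, in which GA favored adipogenesis over osteogenesis.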

### GA enhanced mBMSC adipocyte commitment

The adipogenic differentiation of MSCs has two phases. The first phase is adipogenic commitment, i.e., the differentiation of pre-adipocytes, which are morphologically indistinguishable from MSCs but have lost their potential to differentiate into other mesenchymal lineages. The second phase is terminal differentiation, in which the pre-adipocytes take on the characteristics of mature adipocytes, i.e., acquiring the machinery for lipid transport and synthesis, insulin sensitivity, and the secretion of adipokines^29^. DEX and GA in normal α-MEM culture medium stimulated the expression of the pre-adipocyte markers *Zfp423* and *Pref-1* in mBMSCs (Fig. 4D), implying that GA had a crucial role in adipocyte commitment. To confirm this, we treated mBMSCs with DEX plus GA (50 μM) or with DEX plus DMSO for 2 d and then continued the culture using full adipogenic medium in the absence of GA or DMSO (treatment scheme shown in Fig. 5A). On day 8, we observed a dramatically higher number of mature adipocytes in the DEX-plus-GA-pretreated group (Fig. 5B), indicating such pretreatment did effectively potentiate adipocyte commitment.

**Figure 5:**
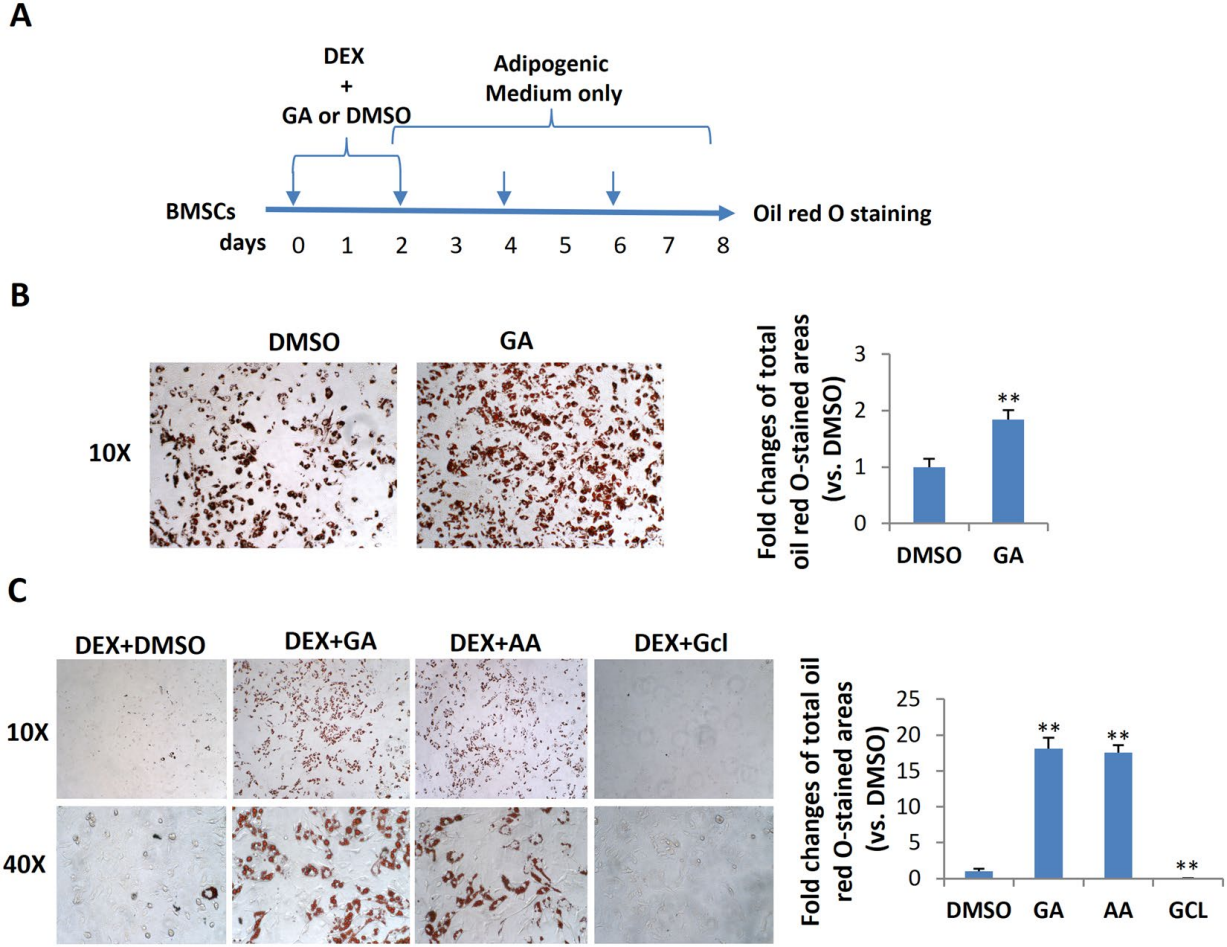
GA enhanced mBMSC adipocyte commitment. (**A**) The treatment scheme indicating the reagents, timing, and order. (**B**) Oil red O staining of the mBMSC cultures at day 8. The oil red O–stained areas are quantified on the right (**p < 0.01; n = 3). (**C**) mBMSCs co-treated with DEX plus GA (50 µM) or DEX plus AA (50 µM) (but not DEX plus Gcl (7 µM)) potentiated adipogenesis as indicated by oil red O staining. The oil red O–stained areas are quantified on the right (**p < 0.01; n = 3).

### GA promoted adipocyte commitment, likely through its anti-sumoylation function

Apart from its anti-sumoylation activity, GA has a histone acetylation transferase (HAT) inhibiting activity that inhibits P300/CBP-associated factor (PCAF**)**-mediated histone acetylation *in vitro*^21^. To clarify whether GA modulates mBMSCs adipogenesis through anti-sumoylation or anti-acetylation, we selected for comparison anacardic acid (AA), a sumoylation/HAT inhibitor structurally similar to GA^21^, and garcinol (Gcl), another potent HAT inhibitor reported to block PCAF function^30^. From a 7-d co-treatment with each individual compound plus DEX, we found that both AA and GA promoted, while Gcl inhibited, the adipocyte commitment of mBMSCs (Fig. 5C). Thus, GA was likely regulating adipocyte commitment through its sumoylation-inhibiting activity.

### GA inhibited terminal adipocyte maturation and lipogenesis of mBMSC

To evaluate the gross effect of GA on adipocyte differentiation, we treated mBMSCs with GA throughout the process of adipogenesis (for 7 d). GA treatment dramatically decreased the lipid content in differentiated cells (Fig. 6A), implying that GA may inhibit adipocyte maturation. To study GA effects in the later stage of adipogenesis, we treated mBMSCs with normal adipogenic medium for 4 d to initiate early adipogenesis, then continued the culture in the adipogenic medium with GA or DMSO (control) added for another 4 d (treatment scheme shown in Fig. 6B). In comparison with the controls, we found significantly decreased lipid storage in the GA-treated group (Fig. 6B), confirming that GA inhibited terminal adipocyte differentiation by limiting lipid accumulation.

**Figure 6:**
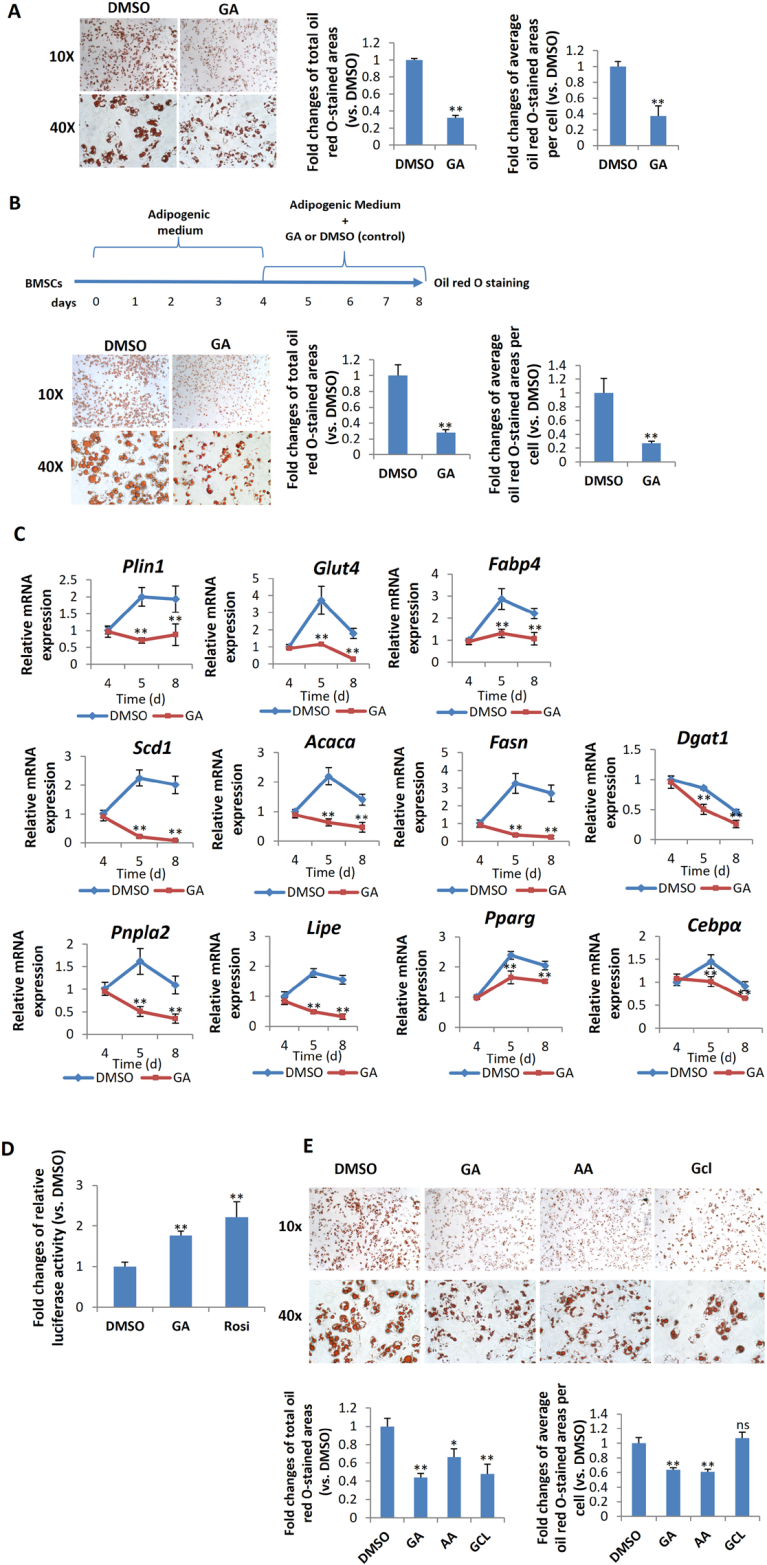
GA inhibited adipocyte maturation of mBMSC. (**A)** mBMSC adipogenic culture treated with GA (50 μM) over the entire differentiation period (7 d). The total oil red O-stained areas and the average oil red O-stained area per cell are quantified on the right (**p < 0.01; n = 4). (**B**) mBMSC adipogenic cultures treated with GA (50 μM) at a later stage (see time line at the top of panel). The cells had dramatically reduced lipid accumulation. The oil red O–stained areas and average stained area per cell are quantified on the right (**p < 0.01; n = 3). (**C**) GA (50 μM) treatments decreased the markers for lipogenesis, lipolysis, mature adipocytes, and master regulators of adipogenesis (**p < 0.01; n = 4). (**D**) PPRE Luciferase reporter assay show increased PPAR activity in GA (50 µM) treated HEK293 cells. Firefly-luminescence intensity was normalized to the Renilla luminescence. Rosiglitason (1 μM) were used as a positive control (**p < 0.01; n = 4). (**E**) As indicated by oil red O staining, mBMSCs cultured in adipogenic medium with GA (50 µM) or AA (50 µM) over the entire differential period (7 d) showed a decrease in lipid accumulation. Gcl (7 µM) treated cells showed decreased total lipid content while the average lipid content in each adipocyte was unchanged. The oil red O–stained areas and average stained area per cell are quantified below (*p < 0.05, **p < 0.01; n = 3).

The decreased lipid storage in adipocytes may be a result of decreased lipogenesis, augmented lipolysis, or both^31,32^. Hence, we assessed the expression of lipogenesis- and lipolysis-related genes in the GA-treated adipogenic cultures (treatment scheme is shown in Fig. 6B; cells were harvested for RNA at day 4, 5, and 8). Consistent with the cellular phenotype, we found that the expression of *Plin1* (a lipid droplet coating protein) and of *Glut4* and *Fabp4* (mature adipocyte markers) were dramatically decreased in the GA-treated group at day 5 and day 8 (Fig. 6C). Moreover, key lipogenesis markers including *Scd1*, *Acaca*, *Fasn*, and *Dgat1* were significantly decreased, while lipolysis markers such as *Pnpla2* and *Lipe* were also reduced. The expression of *Pparg* and *Cebpa* were slightly decreased correspondingly (Fig. 6C). These data suggest that GA affected lipid storage primarily by limiting lipogenesis, not by augmenting lipolysis.

It was reported that HATs, such as SRC/p160 and p300/CBP, can activate PPARγ signaling^33–35^, and that PPARγ can be deacetylated and inactivated by deacetylase SIRT1^36,37^. Hence, GA may restrict PPARγ acetylation and activation via its HAT inhibitor activity. However, by a reporter assay (3xPPRE-Luciferase), we found that GA treatment significantly increased the activity of PPARγ (Fig. 6D), suggesting that GA unlikely influences PPARγ signaling via its HAT-inhibitor function. To further determine whether GA’s inhibitory effects on adipocyte maturation were through its anti-sumoylation or anti-HAT activity, AA and Gcl were included in this experiment. Relative to mBMSCs treated with normal adipogenic medium, the GA- or AA-treated cultures decreased the total lipid content (oil-red-positive areas) in the whole well as well as the average lipid content of each adipocyte. However, the Gcl-treated cultures showed lower number of adipocytes but no distinctive change in the average lipid content of each adipocyte (Fig. 6E).

This suggests that GA is similar to AA but distinct from Gcl in regulating lipid storage in the adipocytes, i.e., the lipid storage inhibitory activity of GA and AA likely depends on their anti-sumoylation function. The role of Gcl in the adipogenesis has been tested in the 3T3L1 cells^38^. It is consistent with our findings that Gcl blocks adipocyte commitment and reduced total lipid content in the cultures.

### GA had a similar biphasic function in the adipogenesis of chondrocytes

Next, we chose chondrocyte to test whether the biphasic effect of GA on adipogenesis is specific to BMSCs or is a relatively common phenomenon. Chondrocytes are known to be able to transdifferentiate into osteoblast and adipocyte under suitable conditions^39–41^. We found that very similar to mBMSCs, the cultured mouse primary rib chondrocytes treated with GA plus DEX had more robust adipogenesis than those treated with DMSO (Fig. 7A). In addition, the expression of pre-adipocyte marker, *Pref-1* and *Zfp423*, were significantly elevated in the chondrocytes treated with GA plus DEX for 3 d (Fig. 7B). Moreover, the mouse primary chondrocytes cultured in the full adipogenic medium containing GA showed a dramatic decrease in the lipid storage (Fig. 7C) and lipogenesis markers (Fig. 7D). These data overall suggest that the biphasic effect of GA in adipogenesis also exists in other cell types besides of mBMSCs.

**Figure 7:**
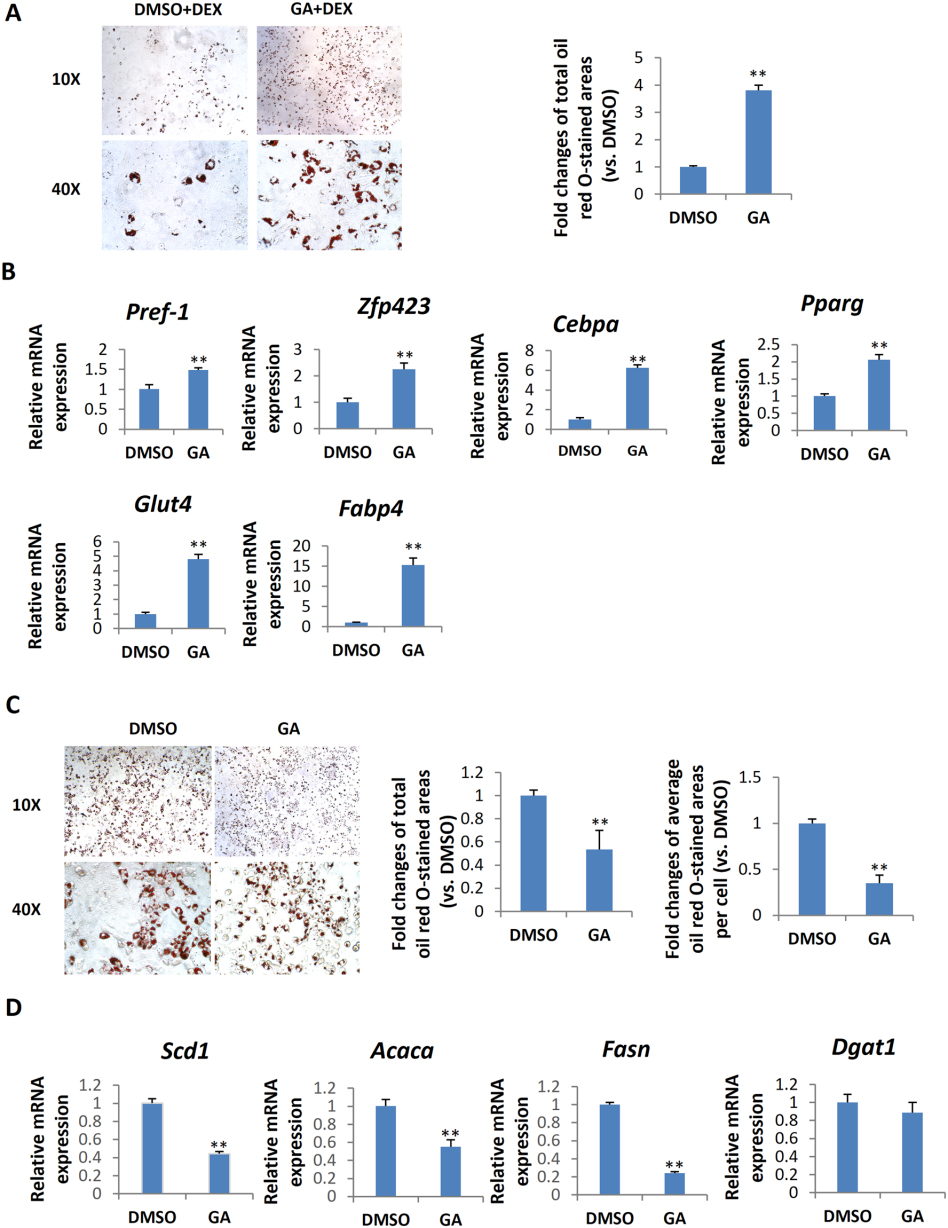
Biphasic effects of GA on chondrocyte adipogenesis. (**A**) Primary rib chondrocyte cultured with normal medium containing Dex plus GA (50 μM) for 7 d. The oil red O–stained areas are quantified on the right (**p < 0.01; n = 3). (**B**) GA (50 μM) treatments increased the markers of adipogenesis (**p < 0.01; n = 3). (**C**) primary rib chondrocyte cultured in the adipogenic medium containing GA (50 μM) over the entire differentiation period (7 d). The oil red O–stained areas and average stained area per cell are quantified on the right (**p < 0.01; n = 3). (**D**) Primary rib chondrocyte cultured in adipogenesis medium for 5 days with GA added at d 5 for 24 h showed a decrease expression of lipogenesis markers (**p < 0.01; n = 4).

## Discussion

We have assessed the effect on mesenchymal differentiation of ginkgolic acid, a natural compound extracted from *Ginkgo biloba* leaves that inhibits sumoylation and histone acetyltransferase. We unexpectedly found that during mBMSC osteogenic induction, the addition of GA not only blocked osteoblast differentiation but also dramatically promoted adipocyte formation. These results suggested that GA could steer the fate of MSCs from osteogenesis to adipogenesis.

The GA inhibition of osteoblast formation likely starts at an early stage, because early osteogenic markers such as *Runx2* and *Osx* were decreased. This inhibition is reminiscent of two previous findings regarding the role of sumoylation in osteogenesis: first, PIAS2 knockdown markedly suppresses osteoblast differentiation by inhibiting *Osx* expression^10^; and second, *Ubc9* silencing reduces *Runx2* expression by inhibiting SMAD4- and SMAD1-mediated BMP signaling^11^. However, UBC9 overexpression was also found to inhibit osteoblast differentiation by suppressing BMP/SMAD4 signaling^8^. Further exploration of GA specific targets in osteogenesis is needed.

DEX-plus-GA-treated mBMSCs had increased expression of adipocyte commitment -promoting genes (*Zfp423*, *Pref-1*) and were highly potentiated to adipogenesis. In addition, GA likely acted as a preadipocyte-inducing reagent through its inhibition of sumoylation, not its inhibition of HAT function, because the HAT inhibitor Gcl showed the opposite effect during adipocyte commitment. However, we cannot completely exclude the contribution of GA as a HAT inhibitor in this process, because GA and Gcl may target different HATs. It is also possible that other unidentified functions of GA may contribute to adipocyte commitment. Nevertheless, our finding that GA was a potent pre-adipocyte inducer provides a new experimental reagent for studying adipocyte commitment, which is a much less understood process of adipocyte differentiation.

We also found that GA impaired the later stage of mBMSC adipogenesis by reducing lipogenesis. This reminded us that GA also inhibited the lipogenesis pathway in pancreatic cancer cells and blocked cell growth, suggesting that the role of GA in lipogenesis is conserved in diverse cellular contexts^24^. GA is likely to achieve this through its sumoylation-inhibiting function, because Gcl did not show such an effect in the adipogenesis of mBMSCs. The biphasic effect of GA may partly reflect the multifaceted roles of sumoylation pathway in adipogenesis. Further exploring specific GA downstream regulators that contribute to the two phases of adipogenesis may provide new insights about modulation of adipogenesis by the sumoylation pathway.

Sumoylation regulates a broad spectrum of important cellular processes and diseases and is conceivably a target for disease treatments or tissue regeneration. However, compared with the ubiquitination-modulating compounds that have been widely used clinically^42,43^, sumoylation-modulating compounds have not been extensively explored for medical applications. Recently, GA has been shown to suppress the invasion or growth of lung, breast, and pancreatic cancer cells and has been proposed as a promising anti-cancer drug^22–24^. Here, our work has revealed an unprecedented function of GA in osteogenesis, adipocyte commitment, and lipid accumulation during MSC differentiation. This provides new mechanistic insights of GA in its future clinical applications for lipid-metabolism-related conditions, and raises a concern regarding to its possible side effects in MSC fate determination when used systemically for treatments of cancers or other diseases.

## Materials and Methods

### Mice

C57BL/6 J mice were obtained from Jackson Lab. All mice were maintained and used in accordance with the relevant guidelines and regulations approved by the Van Andel Research Institute Animal Care and Use Committee.

### Chemicals

Ginkgolic acid (15:1) (Calbiochem, Cat# 345887) was dissolved in DMSO to make 50 mM stock (1000×), 50 μM was used for treatment study; Garcinol (Cayman, Cat#, 78824–30–3) was dissolved in DMSO to make 21 mM stock (3000×), 7 μM was used for treatment study; Anacardic acid was purchased from Santa Cruz Biotechnology, Cat# 16611–84–0 and dissolved in DMSO to make 50 mM stock (1000×), 50 μM was used for treatment study. These reagents were diluted with medium to the working concentrations.

### mBMSC and primary mouse rib chondrocyte culture

C57BL/6 J mice (8 weeks) were euthanized by CO_2_. Total bone marrow cells were collected from tibia and femur and then cultured in α-MEM with 10% fetal bovine serum (FBS) in an incubator (37 °C, 5% CO_2_). After 48 h, the non-adherent cells were removed by three washes with PBS, and the adherent cells were continued in culture and used as a source of mBMSCs. The culture medium was replaced every 2 d^44^.

Rib cages from P0 - P3 newborn C57BL/6 J mice were dissected and the soft and bony tissues surrounding the cartilaginous parts of the ribs were removed as much as possible. After washed with PBS for 3 times, the rib cages were incubated in 1 ml of 1 mg/ml pronase (Roche) for 30 min at 37 °C. After washed by PBS for 3 times, ribs were further digested by 1 ml of 1 mg/ml Collagenase Type II (Gibco) in DMEM without serum at 37 °C for 1 h, washed with PBS for 3 times, then incubated in 1 ml of Collagenase Type II (1 mg/ml in DMEM with 10% FBS) overnight in the incubator at 37 °C with 5% CO_2_. The next day, chondrocyte released from the ribs were suspend by gently rocking the dishes, and transferred to tubes, briefly centrifuged and washed with PBS twice, then resuspended and cultured in DMEM with 10% FBS. Medium was replaced every 2 d.

### Osteogenic and adipogenic differentiation

For osteogenic differentiation, mBMSCs were seeded into 24-well plates at 1 × 10^5^ cells/well and cultured in α-MEM. After 80% confluence, the mBMSCs were cultured in osteogenic medium (α-MEM containing 10% FBS, 100 nM dexamethasone, 10 mM β-glycerophosphate, and 0.05 mM L-ascorbic acid-2-phosphate). The osteogenic culture medium was replaced every 2 d. Osteogenic differentiation was evaluated by alkaline phosphatase (ALP) staining and Alizarin Red S staining. For ALP staining, 4 d after differentiation, cells were washed once with PBS and then fixed in 10% formalin for 5 min at room temperature. After three PBS washes, the ALP staining mixture (0.1 mg/ml naphthol AS-MS phosphate, 0.5% *N*,*N*-dimethyl formamide, 2 mM MgCl_2_, 0.6 mg/ml fast blue BB salt, and 0.1 M Tris-HCl [pH 8.5]) was added to the fixed cells for 20 min at room temperature; staining was then stopped by three PBS washes. For Alizarin Red S staining, cell cultures were rinsed once with PBS, fixed in 10% formalin, washed once with tap water, and stained with 2% Alizarin Red S (pH 4.2) for 20 min^44^.

For adipogenic cultures, mBMSCs or chondrocyte were seeded into 24-well plates at 1 × 10^5^ cells/well and cultured in α-MEM. When the cells reached 100% confluence, they were incubated in the adipogenic medium (α-MEM containing 10% FBS, 0.5 mM isobutyl-methylxanthine, 1 μM dexamethasone, 10 μg/ml insulin, and 1 μM rosiglitazone). The culture medium was replaced every 2 d. Adipogenic differentiation was visualized by oil red O staining. Briefly, cells were fixed with 10% formalin for 1 h, rinsed once with 60% isopropanol, and stained for 10 min with oil red O working solution (6 parts of 1% oil red O in 100% isopropyl alcohol mixed with 4 parts of double-distilled water; let sit at room temperature for 20 min and then filter through a 0.22-μm filter). The stained cultures were imaged and total oil red O positive areas and oil red O positive area per oil red O positive cells were calculated using Image J.

### Western blot

Total protein was extracted from HEK293 cells or mBMSCs treated with 50 μM GA for the indicated time using RIPA buffer. Equal amounts of protein lysate from each sample were separated by SDS-PAGE gel and subjected to standard western blot procedures. SUMO2/3 antibody (Sigma, 1:1000) and α-tubulin antibody (Sigma, 1:10000) were used.

### Quantitative RT-PCR

Total RNA was extracted from cell cultures with TRIzol reagent (Invitrogen), purified with an RNeasy kit (Qiagen) according to the manufacturer’s instructions, and used for first-strand cDNA synthesis using a VILO cDNA synthesis kit (Invitrogen). Then the cDNA was analyzed by real-time PCR using SYBR Green QPCR Master Mix (Invitrogen) on a StepOne PCR instrument (Bio-Rad). The relative expression of genes of interest was calculated using the 2^−ΔΔCT^ method; the *Actb* gene was used as an internal control^45^. Primer sequences for qRT-PCR are listed in Table 1.

**Table 1:** PCR primer pairs for qRT-PCR.

Gene	Forward	Reverse
*Runx2*	ATCCCCATCCATCCACTCCA	GCCAGAGGCAGAAGTCAGAG
*Osx*	GTCGGGGAAGAAGAAGCCAA	TAGCAGGTTGCTCTGCTCTG
*Col1a1*	GCACGTCTGGTTTGGAGAGA	ACATTAGGCGCAGGAAGGTC
*Dmp1*	CTTGTGTTCCTTTGGGGGCT	GACTCACTGTTCGTGGGTGG
*Sost*	CCTCCCCACCATCCCTATGA	GTCAGGAAGCGGGTGTAGTG
*Pparg*	TTGCTGTGGGGATGTCTCAC	AACAGCTTCTCCTTCTCGGC
*Cebpa*	TCGGTGGACAAGAACAGCAA	TGGTCAACTCCAGCACCTTC
*Fabp4*	GGTGCAGAAGTGGGATGGAA	CTCTTGTGGAAGTCACGCCT
*Glut4*	AGCGAGTGACTGGAACACTG	TCAATCACCTTCTGTGGGGC
*Plin1*	CCCGGCTCTTCAATACCCTC	ATGGGCACACTGATGCTGTT
*Pref1*	CCTGGCTGTGTCAATGGAGT	CAAGTTCCATTGTTGGCGCA
*Zfp423*	CGCGATCGGTGAAAGTTGAA	CGATCACACTCTGGCTCTCC
*Scd1*	TGGAGTACGTCTGGAGGAACA	GCGCTGGTCATGTAGTAGAAAATC
*Acaca*	ACGTGCAATCCGATTTGTTGT	TGTTGTTGTTGGGTCCTCCA
*Dgat1*	CCGGGACAAAGACGGGC	ACCACGATAATTGCTGAAACCAC
*Fasn*	AAGCAGGCACACACAATGGA	CAGTGTTCGTTCCTCGGAGT
*Lipe*	AAAAGACCACATCGCCCACA	CTGCCTCAGACACACTCCTG
*Pnpla2*	AACGCCACTCACATCTACGG	AATGTTGGCACCTGCTTCAC
*Actb*	TTTGCAGCTCCTTCGTTGC	ACGATGGAGGGGAATACAGC

### RNA sequencing and data analysis

mBMSCs were cultured in normal medium with GA or DMSO (control) plus DEX for 3 d. Total RNA was extracted using the methods described above and sequenced using the Novogene RNA-seq service (Hongkong, China). RNA-seq results were further analyzed through Gene Set Enrichment Analysis (GSEA) and DAVID (http://david.abcc.ncifcrf.gov/). Heat maps were generated and hierarchically clustered using MeV software ver. 4.9. Genes selected for comparison in the heat map were differentially expressed between GA and DMSO treatment (genes had a log_2_ fold change >0.5 or <–0.5 were chosen for analysis; p < 0.05).

### Reporter assay

HEK293 cells (ATCC) at 60–70% confluency cultured in 24-well plates were transfected with 500 ng 3xPPRE-luciferase plasmid (Addgene) and 50 ng pRL-Renilla plasmid (Addgene, for normalization of transfection efficiency) using the X-fect transfection reagent (Clontech). After 24 h of culture, these cells were treated with 50 μM GA, DMSO, or 1 μM rosiglitazone (positive control) (n = 3). The cell lysate was collected for luciferase assay using a Dual-Luciferase kit (Promega) and measured on a Biotek Synergy plate reader. The firefly-luminescence results were normalized to the corresponding Renilla luminescence.

### Statistical Analysis

All statistical results were achieved by applying two-tailed, unpaired Student’s *t*-test; a P value lower than 0.05 was considered statistically significant. The data were presented as mean values +/– standard deviation (S.D.). Each cell differentiation or qRT-PCR study that used primary mBMSCs and chondrocytes had at least 3 biological samples (n ≥ 3; the primary cells from individual mouse were considered one biological sample); 2–3 technical repeats were performed for each biological sample and the mean value represented the result of that sample. For Western blots, mBMSCs from 3 mice were cultured separately (n = 3), treated with GA, harvested at designated time points. The Western blots results were quantified for statistical analysis.

### Data availability

RNAseq data that support the findings of this study have been deposited in Gene Expression Omnibus with the accession code GSE104911 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE104911).

How the deposited data were processed for this re-analysis (not part of the article)

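RNA from mBMSCs kept for 3 d in normal medium with GA (50 μM) plus DEX or with DMSO plus DEX was sequenced by a commercial service, with 2 libraries per group. The authors deposited a table of FPKM values with 1 column per library, and every column was matched by its name to the sample of that title. The submitters' processing notes name Bowtie2 2.2.3, TopHat2 2.0.12, HTSeq 0.6.1 and the mouse build mm9, without saying what each was used for. The annotation release, the gene length used and the strand setting are not given in the sources used here. No step that makes libraries comparable beyond FPKM is stated. The table gives gene identifiers without positions, and 8425 of them are numbered above ENSMUSG00000100000. Because the annotation at hand was of the later build GRCm38, no coordinates are given. Symbols were taken by identifier from a table of gene names, which matched 46488 of 47069 identifiers.

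Depth was recovered from the values. For each library, FPKM times the exon length in GENCODE release M21 was inverted, and its most frequent value, shared by 1279 to 1371 genes with 1 read, was taken as the number of reads behind the FPKM values. A search over gene lengths then gave whole reads, within 0.0001 of a read, in all 4 libraries for each of the 23404 genes above 0. They summed to 98.6% to 98.7% of that number. For genes with few reads the search fixes them only up to a common factor, so the main test used FPKM and not the recovered reads. Recovered reads served for depth, shares of reads, comparing replicates, the limit on folds given below, the simulation and both alternatives added after the data were seen. At 21559951 to 31069538 reads per library, an FPKM of 1 in a gene of 1 kb stands for 21.6 to 31.1 reads. Counting limits genes near the minimum of the test, and no fold is given against a group with 3 reads or fewer.

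The 12174 genes with a mean FPKM of at least 1 over the 4 libraries were tested on log2(FPKM + 1) with limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with an intensity trend, two-sided, Benjamini-Hochberg adjustment over these genes). The prior added 5.38 degrees of freedom to the 2 residual ones. A second count used the thresholds of the paper, an unadjusted p under 0.05 and a log2 fold change above 0.5 or below -0.5. The statistics section of the paper names an unpaired two-tailed test for all results, and its text does not say which tool gave the p-values of the RNA-seq. The gene sets of DAVID and GSEA were not used here. In their place, 48 lists of genes were written by hand before the data were examined, and the 43 with at least 5 genes tested were compared with all other genes by camera (preset correlation 0.01, Benjamini-Hochberg over the lists). A count adjusted over the list alone stands beside the count over all genes. The genes named in the text were fixed by a rule at the same time: the 42 genes the paper names as mRNAs or as proteins of these pathways, the 12 largest rises and the 12 largest falls among genes past the threshold with a mean FPKM of at least 5 and no overlap between the groups, and for each list described up to 4 members per direction with the largest change and up to 2 abundant members that did not pass. Not every gene that the rule covers is described. Other members named for an abundant or well-known product (Alpl, Ibsp, Sparc) were chosen after their values were seen. Figures were drawn with matplotlib 3.10.9.

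The test was checked on simulated data for this comparison of 2 against 2 libraries. Reads were drawn for the real genes at the real depths with the typical spread of the DMSO libraries, and 200 genes were changed. Of the changed genes tested, 49.0% were recovered at 1.25-fold, 79.2% at 1.5-fold, 98.0% at 2-fold and 100% at 4-fold. Among 11876 genes tested, 11.9% of the calls were of unchanged genes, above the share that an adjusted p under 0.05 aims at. All genes were given 1 common spread, and only 200 were changed, in both directions. These rates therefore need not hold for the real calls. The alternatives tried were other pseudocounts (0.1 and 5), no minimum FPKM or a minimum of 5, a shift of each library's log values to a common median, quantile normalization, limma without the trend, a per-gene model without moderation, each library left out in turn, the replicate number as a block, and for lists an estimated correlation and limma's fry. Chosen after the data were seen were limma's voom on the recovered reads with median-of-ratios scaling, and FPKM values recomputed without the 10 most abundant genes in the denominator.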

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

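The tests in this part that compare osteoclast with macrophage genes, read Nfatc1 and recompute FPKM without the 10 most abundant genes were chosen after the values were seen. A total of 5 gene lists outside the themes the paper discusses were higher in GA plus DEX than in the DMSO plus DEX controls by camera. The osteoclast list had a median log2 fold change of 1.54 (8 of 9 genes higher, none lower, and 8 higher and 1 lower after the shift to a common median; adjusted p = 9.71e-04; adjusted p = 0.408 with an estimated correlation). Macrophage genes had a median of 0.54 (19 of 22 higher, none lower, and 14 higher and 1 lower after the shift; adjusted p = 0.0025; adjusted p = 0.65 with an estimated correlation). The thermogenic list had a median of 0.81 (5 of 5 higher, out of 14 listed, and 4 after the shift; adjusted p = 0.0216; adjusted p = 0.46 with an estimated correlation), and without a minimum FPKM its adjusted p was 0.0895 (range over all alternatives 0.00244 to 0.46). NRF2 target genes had a median of 0.47 (14 of 20 higher and none lower, 16 higher when adjusted over the list alone, 9 higher and 2 lower after the shift; adjusted p = 0.012, and adjusted p = 0.627 with an estimated correlation). The glucocorticoid response had a median of 0.46 (13 of 19 higher and 1 lower, 10 and 4 after the shift, and none lower without DMSO replicate 1, DMSO replicate 2 or GA replicate 2; adjusted p = 0.018, and adjusted p = 0.492 with an estimated correlation). For the osteoclast, macrophage, thermogenic and glucocorticoid lists the counts were the same when adjusted over the list alone. Lists on the themes of the paper share 3 of the glucocorticoid genes tested, 1 of the NRF2 genes and 1 of the thermogenic genes, and none of the macrophage or osteoclast genes. Ucp1, Cidea, Ppargc1a and Prdm16 are on the thermogenic list and on those lists, so at most 1 of them was expressed enough for the test.

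Osteoclast genes rose more than macrophage genes. Mmp9, a gelatinase, was at 414 ± 2.92 FPKM in GA plus DEX and 41.3 ± 2.64 in DMSO plus DEX (SD, n = 2), and Acp5, the osteoclast phosphatase TRAP, rose 5.61-fold, whereas the 5 most abundant macrophage genes (Lyz2, C1qc, C1qa, C1qb and Laptm5) had a median log2 fold change of 0.36, and 0.12 after the shift. Lyz2, lysozyme, was at 2536 ± 317 FPKM against 2023 ± 189 (SD, n = 2). In 3 of the 4 settings that leave out a library, Lyz2 did not pass (adjusted p = 0.0909 without DMSO replicate 1, 0.338 without DMSO replicate 2 and 0.088 without GA replicate 1), nor did C1qa (0.145, 0.209 and 0.126 in the same order), and C1qc did not without DMSO replicate 1 (0.0516). Of the 5 genes only Laptm5 passed after the shift, and Lyz2 (0.255) and C1qa (0.154) did not pass with no minimum FPKM. A smaller share of RNA from stromal cells would raise the genes of all other cells alike, but the medians of the 2 lists differed by 1.00 (exact permutation test over all 20160075 divisions, two-sided, p = 4.75e-04, across genes, which are not independent replicates), which argues against this as the whole cause. A larger share of RNA from osteoclasts or their precursors may account for the rise, as may higher expression per cell under GA, which was not tested. The osteoclast regulator gene Nfatc1 had a log2 fold change of 0.0244 and was called lower after the shift (-0.21), but other cells make it too and their level can hide a small share, so these explanations cannot be told apart here.

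The excess of rises over falls is the other pattern weighed. A candidate explanation is that a few abundant genes took a smaller share of the reads in GA plus DEX, which raises the FPKM of all other genes. Their fall from 22.7% to 12.7% of the reads would by itself raise all other genes by 0.18 on the log2 scale, against an observed median of 0.19. With these 10 genes out of the denominator the median was 0.0348, and 3144 genes were higher and 2567 lower. The fall in share fixes most of that drop in the median in advance, so the recomputed values do not test the explanation. Of the 10 genes, 8 had a smaller share with GA and the others did not. Lower output of those 8 and a rise of most transcripts per cell cannot be told apart here, since the table holds shares and no measure of RNA per cell.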

How the results depend on the processing

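Voom on recovered reads and FPKM without the 10 most abundant genes in the denominator were chosen after seeing the data. The balance of rises and falls depends on how libraries are scaled, and FPKM keeps the share lost by the most abundant genes. Against 5639 higher and 1454 lower, the median shift gave 2380 and 3392, quantile normalization 2394 and 3273, voom 2927 and 3058, FPKM without the 10 genes 3144 and 2567, and the model without moderation, with fewer degrees of freedom, 2021 and 428. At the thresholds of the paper (2051 and 552), the median shift gave 1067 and 1173, quantile normalization 1060 and 1165, FPKM without the 10 genes 1355 and 950, voom 1216 lower, and a pseudocount of 5, which shrinks log2 changes, 1226 and 324. All other settings stayed within 1.5 times of both pairs of counts. Leaving out a library, which leaves 1 library in a group that is assumed to vary like the other, gave 4475 to 5174 higher and 1136 to 1411 lower. The replicate block gave 5528 and 1433 and called WNT pathway genes lower (adjusted p = 0.0498, with a range of 0.0268 to 0.716 over all alternatives), and the deviations of libraries with the same number had a correlation of -0.025 over 2 pairs.

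With an estimated correlation, camera called 0 lists higher and 0 lower. The adjusted p was 0.357 for osteoblast genes, 0.408 for lipolysis, PPARG targets, insulin signaling, lipogenesis, mature adipocyte, peroxisome, matrix and mesenchymal genes, 0.46 for adipogenic transcription factors, 0.492 for the citrate cycle and fatty acid oxidation, 0.597 for the mitochondrial ribosome, 0.627 for the respiratory chain and 0.679 for collagens. For osteoblast, ATF4 and insulin signaling genes the estimated correlation (-0.033, -0.033 and -0.020) lay below the preset 0.01. Their unadjusted camera p still rose from 1.31e-17, 3.32e-12 and 2.86e-05 to 0.0112, 0.0166 and 0.0428. A larger correlation between genes therefore does not account for the loss of calls in these lists. With an estimated correlation camera refers its statistic to the 2 residual degrees of freedom of the fit. With the preset value it uses a number near that of the genes tested, so the change of setting raises p by itself. The cause was not tested for the changes that follow. Fry called 25 lists higher and 5 lower. It called preadipocyte markers lower (0.0373). Collagens did not pass without a minimum FPKM (0.0686), after the median shift (0.36), with quantile normalization (0.978), with voom (0.136) or without the 10 genes (0.139). Adipogenic transcription factors did not with a minimum FPKM of 5 (0.0618). The unfolded protein response passed as a fall with voom (0.0339) and without the 10 genes (0.0464), and had 0.0286 to 0.296 when a library was left out. Over all lists and alternatives, 597 results kept direction and side of the threshold, 35 no longer passed, 19 passed newly and 34 changed direction. Where the direction changed, the adjusted p was as follows. After the median shift it was 0.224 for PI3K-AKT, 0.707 for sumoylation genes and 0.757 for inflammatory genes. With quantile normalization it was 0.994 for focal adhesion, 0.195 for PI3K-AKT, 0.884 for sumoylation genes and 0.855 for inflammatory genes. With voom it was 0.334 for PI3K-AKT, 0.979 for cholesterol synthesis, 0.682 for sumoylation genes and 0.644 for inflammatory genes. Without the 10 genes it was 0.443 for PI3K-AKT, 0.938 for cholesterol synthesis, 0.794 for sumoylation genes and 0.873 for inflammatory genes. With no minimum FPKM it was 0.685 for PI3K-AKT and 0.685 for cell division. With a minimum FPKM of 5 it was 0.208 for inflammatory genes and 0.994 for stromal genes. Without the trend it was 0.884 for stromal genes. By fry it was 0.231 for collagens, 0.0146 for focal adhesion, 0.00371 for PI3K-AKT, 0.394 for the unfolded protein response, 0.0607 for cell division, 0.0307 for inflammatory genes, 0.0600 for WNT pathway genes, 0.0983 for BMP pathway genes and 0.122 for lysosome genes. When a library was left out and the direction changed at least once, it ranged from 0.787 to 0.958 for PI3K-AKT, 0.603 to 0.979 for inflammatory genes and 0.634 to 0.955 for stromal genes.

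Of the genes named, 1694 results kept direction and side, 91 no longer passed (26 of them in the model without moderation), 10 passed newly and 47 changed direction. Where it changed, the log2 fold change was as follows. After the median shift it was -0.082 for Bhlhe41, -0.021 for C1qa, -0.15 for Cox6a1, -0.050 for Ep300, -0.21 for Nfatc1, -0.21 for Pias2, -0.21 for Sae1, -0.094 for Senp1, -6.4e-04 for Senp2, -0.21 for Senp3, -0.19 for Smad4, -0.058 for Uba2 and -0.085 for Vim. With quantile normalization it was -0.11 for Bhlhe41, -0.034 for Ep300, -0.21 for Nfatc1, -0.21 for Pias2, -0.19 for Sae1, -0.11 for Senp1, -0.0089 for Senp2, -0.18 for Senp3, -0.16 for Smad4 and -0.027 for Uba2. With voom it was -0.039 for Bhlhe41, -0.13 for Cox6a1, -0.022 for Ep300, -0.18 for Nfatc1, -0.18 for Pias2, -0.19 for Sae1, -0.051 for Senp1, -0.19 for Senp3, -0.16 for Smad4, -0.035 for Uba2 and -0.063 for Vim. Without the 10 genes it was -0.10 for Cox6a1, -0.14 for Nfatc1, -0.14 for Pias2, -0.15 for Sae1, -0.016 for Senp1, -0.16 for Senp3, -0.13 for Smad4, -8.0e-05 for Uba2 and -0.029 for Vim. When a library was left out, it ranged from -0.23 to 0.0014 for Irs1, -0.023 to 0.072 for Nfatc1, -0.039 to 0.084 for Sae1 and -0.035 to 0.070 for Senp3. Depth limits genes near the minimum FPKM, such as Klf5 and Dlk1. For Dlk1 the 2 DMSO libraries also stood apart, at 0.016 and 0.483 FPKM on 26 recovered reads together, so depth is not its only limit.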

Differences from the paper's values

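The settings in this part chosen after seeing the values are voom on recovered reads and FPKM without the 10 most abundant genes in the denominator. The paper states rises of 2- to 3-fold for Sdha, Cycs, Sod2 and Ucp2. As designed the folds ran from 1.82 (Sdha) to 2.71 (Ucp2), with Sod2 at 1.90, so Sdha and Sod2 lay below that range. After the shift to a common median the lowest was 1.55 and the highest 2.30. The lowest and highest folds stayed within 1.5 times of 2 and 3, as designed and in the alternatives set before the data were examined.

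The paper reports focal adhesion and the PI3K-AKT pathway among the decreased terms of DAVID, whose gene sets were not analysed here. DAVID was run on genes past the thresholds of Fig. 4. The hand-written lists on these themes leave out collagens and matrix glycoproteins, which stand in lists of their own. In them, 10 focal adhesion and integrin genes were higher and 5 lower (camera adjusted p = 0.522). Of the PI3K-AKT ligand and receptor genes, 14 were higher and 7 lower (adjusted p = 0.895). Over all 12174 genes tested, 5639 were higher and 1454 lower. For these reasons the counts cannot tell whether the DAVID terms fell. Camera called neither list in any of the settings run, with an adjusted p of at least 0.25 for focal adhesion and 0.195 for PI3K-AKT, whereas fry, which does not compare a list with other genes, called both higher (adjusted p = 0.0146 and 0.00371). After the shift to a common median, more focal adhesion genes were lower (11) than higher (6). The matrix list, which bears on the decreased term of matrix and receptor interaction, was called lower (19 lower, 11 higher; camera adjusted p = 2.48e-06), but not with an estimated correlation (adjusted p = 0.408). Collagen genes are reported as decreased, and the tally was 12 lower and 8 higher, in the paper's direction.

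Fig. 4C places the unfolded protein response among the down-regulated sets. Of the 24 genes tested here 9 were higher and 6 lower. After the shift to a common median 2 were higher and 11 lower, the paper's direction, and with quantile normalization 5 and 8. The list did not pass as designed (camera adjusted p = 0.139). It was called lower without DMSO replicate 2 (adjusted p = 0.0286) and in 2 settings chosen after seeing the values, voom on recovered reads (0.0339) and FPKM without the 10 most abundant genes in the denominator (0.0464). Of the 8 lists called lower as designed, both of these settings dropped the collagens.

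The paper's qPCR at 4 d reports a rise of the preadipocyte marker Pref-1, encoded by Dlk1, and places it beside the RNA-seq data. At 3 d Dlk1 had FPKM values of 0.016 and 0.483 with DMSO and 1.22 and 0.343 with GA, so the mean was higher with GA (0.783 against 0.25), the paper's direction, but the groups overlapped. Its mean lay below the minimum for the test, and without that minimum its adjusted p was 0.352 from limma. The other 5 genes of that qPCR, Zfp423, Pparg, Cebpa, Fabp4 and Slc2a4, were also higher here, each with both GA libraries above both DMSO libraries.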

Other observations

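The comparison of basement membrane with fibrillar collagen genes is the test in this part chosen after the values were seen. The lists of genes that respond to amino acid shortage and to interferon had more falls than rises in GA plus DEX. Of 22 ATF4 target genes tested, 16 were lower and 2 higher, and 19 and 2 after the shift to a common median (median log2 fold change -0.55, camera adjusted p = 2.86e-11; adjusted p = 0.357 with an estimated correlation). Chac1, which degrades glutathione, was 3.41-fold lower, Pycr1, an enzyme of proline synthesis, 2.39-fold lower, and Atf4 itself fell by 0.48 on the log2 scale, while Psat1, an enzyme of serine synthesis, rose 1.83-fold. Of 20 interferon response genes, 13 were lower and 1 was higher, and 16 and 1 after the shift (median -0.47, camera adjusted p = 3.77e-08; adjusted p = 0.553 with an estimated correlation), but fry, which asks whether the list moves on balance, did not call it (adjusted p = 0.247, with a range of 9.23e-13 to 0.553 over all alternatives). The spread within groups was wide here. Without GA replicate 2 the median was -0.23 and 9 genes were lower and 2 higher, and without GA replicate 1 it was -0.69 and 17 were lower. Isg15 had FPKM values of 20.5 and 25.9 with DMSO and 8.77 and 4.78 with GA. Of 18 p53 target genes, 7 were lower and 4 higher, and 12 and 2 after the shift (camera adjusted p = 0.00974; adjusted p = 0.408 with an estimated correlation), and fry did not call the list (adjusted p = 0.846, with a range of 0.00753 to 0.846 over all alternatives). Among its genes were Cdkn1a, the cell cycle inhibitor p21, 1.31-fold lower, and Btg2, 2.00-fold higher. Among 39 genes of the cytosolic ribosome, 4 were lower and 1 higher, and after the shift 28 were lower (camera adjusted p = 1.53e-05; adjusted p = 0.65 with an estimated correlation). Without GA replicate 1, 13 ribosome genes were lower, against 2 without DMSO replicate 1 and 1 without DMSO replicate 2 or without GA replicate 2. None was higher without DMSO replicate 1 or 2 and 3 were without GA replicate 2, and fry did not call the list (adjusted p = 0.573, with a range of 7.48e-11 to 0.65 over all alternatives). Adjusted over the list alone, no cytosolic ribosome gene passed, and the other counts of this paragraph were the same.

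Genes of the stromal niche of bone marrow were divided. Of 15 tested, 8 were higher and 5 lower, 7 and 7 after the shift, and 8 and 3 without DMSO replicate 1. Camera did not call the list (adjusted p = 0.976) and fry called it higher (0.00265, with a range of 0.00265 to 0.994 over all alternatives). Mcam, the adhesion molecule CD146, went from 1.43 ± 0.252 to 57.5 ± 0.121 FPKM (SD, n = 2), and the niche factor genes Cxcl12 and Kitl rose 4.12-fold and 5.03-fold. The secreted antagonists Sfrp1 (of WNT, 6.97-fold) and Chrdl1 (of BMP, 10.5-fold) rose. Of 21 WNT pathway genes, 9 were higher and 9 lower, and 7 and 12 after the shift (camera adjusted p = 0.0688, and as a fall 0.0268 without GA replicate 2 and 0.0355 with a minimum FPKM of 5, with a range of 0.0268 to 0.716 over all alternatives). Of 20 BMP pathway genes, 7 were higher and 7 lower, and 1 and 10 after the shift (camera adjusted p = 0.08, and 0.0399 as a fall without GA replicate 2, with a range of 0.0399 to 0.627 over all alternatives). In the cholesterol synthesis list (10 higher and 2 lower of 24, 7 and 9 after the shift; camera adjusted p = 0.876, but 0.00496 as a rise by fry, with a range of 0.00496 to 0.983 over all alternatives), Dhcr7, a reductase of that pathway, rose 3.00-fold. Of 27 cell division genes, 8 were higher and none lower before the shift, and 2 and 8 after it, and 1 was lower without GA replicate 1 (camera adjusted p = 0.74). For these lists the same counts were found when adjusted over each list alone.

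Camera did not call the remaining lists in the analysis as designed. For glycolysis 11 of 19 genes were higher and 1 lower (13 and 2 when adjusted over the list alone, 6 and 5 after the shift, and 7 and 3 without DMSO replicate 1, with 2 lower without GA replicate 2). For inflammatory cytokines and chemokines 4 of 11 were higher and 2 lower (3 and 3 after the shift), and fry called the list higher (adjusted p = 0.0307, with a range of 0.0307 to 0.979 over all alternatives). For lysosome and autophagy genes 8 of 25 were higher and 4 lower (1 and 13 after the shift, and 2 lower without DMSO replicate 1 or without DMSO replicate 2), and voom called the list lower (0.046, with a range of 0.046 to 0.754 over all alternatives). For endothelial genes 3 of 5 were higher and 1 lower. Of 14 hypoxia response genes 6 were higher and 6 lower, 2 and 6 after the shift and 2 and 6 without DMSO replicate 1. Of 9 cartilage genes 1 was higher and 2 lower, 1 and 3 after the shift, 1 and 3 without DMSO replicate 1, 3 and 2 without DMSO replicate 2 and 3 and 3 without GA replicate 1. Camera called the hypoxia list lower without DMSO replicate 1 (adjusted p = 0.0441) and without GA replicate 1 (0.0368), and the cartilage list lower without DMSO replicate 1 (0.0281), against 0.0683 and 0.138 as designed, and over all alternatives the ranges were 0.0368 to 0.987 and 0.0281 to 0.902. Among 14 reference genes 8 were higher and none lower (9 higher when adjusted over the list alone), 4 were higher without DMSO replicate 1, and 3 were higher and 2 lower after the shift. Camera did not call the reference genes as designed (adjusted p = 0.334) but did with quantile normalization (0.0126), as did fry (0.0355), as a rise, with a range of 0.0126 to 0.886 over all alternatives. Fewer than 5 genes were expressed enough for a test in the lists of aryl hydrocarbon receptor targets (4), neutrophils (3), B cells (2), erythroid cells (1) and T and NK cells (0). Where the median of a list and camera differed in sign, the median was above 0 and camera, which compares with the other genes, gave a fall. This held for BMP pathway, cell division, cartilage, lysosome, hypoxia and inflammatory genes, and for focal adhesion, PI3K-AKT and the unfolded protein response. The PI3K-AKT median of 0.44 also lay above the 0.19 of all genes tested. Comparison with other genes thus does not by itself explain the fall there, and camera compares the test statistics of genes, not their median log2 fold changes.

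The machinery that GA acts on changed little at the mRNA level. Of 20 sumoylation genes, 10 were higher and 1, Pias3, was lower, and 2 were higher and 8 lower after the shift, and 2 lower without DMSO replicate 1 (camera adjusted p = 0.802, and 0.0121 as a rise by fry, with a range of 0.0121 to 0.933 over all alternatives; the first counts were the same when adjusted over the list alone). The median log2 fold change of the sumoylation list, 0.175, lay below the 0.188 of all genes tested, so its rise by fry is not a rise relative to other genes. The activating enzyme is encoded by Sae1 (log2 fold change 0.02) and Uba2 (0.17), a ligase by Pias2 (0.02) and proteases by Senp1 (0.14), Senp2 (0.23) and Senp3 (0.02). Of these Uba2 (adjusted p = 0.0422 from limma) and Senp2 (0.0155) passed, and neither did after the shift. Sae1 (adjusted p = 0.0319 from limma), Pias2 (0.0317) and Senp3 (0.0192) were instead called lower after it. With quantile normalization these 3 were called lower too (adjusted p = 0.0477, 0.0293 and 0.0476 from limma). Uba2 did not pass without DMSO replicate 1 (adjusted p = 0.116), without DMSO replicate 2 (0.159) or without GA replicate 1 (0.164), and Senp2 not without DMSO replicate 1 (0.0693), without DMSO replicate 2 (0.0556) or without GA replicate 2 (0.0533).

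Among histone acetyltransferases, 10 of 13 were higher, also when adjusted over the list alone, and 3 were higher and 1 lower after the shift. Camera did not call the list as designed (adjusted p = 0.0884), but called it higher with no minimum FPKM (0.00522), as did fry (0.0108), with a range of 0.00522 to 0.492 over all alternatives. Kat2b was at 1.93-fold. The acetyltransferase genes Crebbp (log2 fold change 0.39) and Ep300 (0.18) and the deacetylase gene Sirt1 (0.32) passed as designed and not after the shift. Ep300 did not pass without DMSO replicate 1 (adjusted p = 0.25), without GA replicate 1 (0.0567) or without GA replicate 2 (0.102). Neither Bhlhe41 (0.15), a transcription factor gene, nor Smad4 (0.05), which carries BMP signals, passed as designed, and Smad4 was called lower after the shift. Actb, the reference gene of the paper's qPCR, rose 1.37-fold (adjusted p = 0.002 from limma) and did not pass after the shift, without DMSO replicate 1 (adjusted p = 0.0679) or without DMSO replicate 2 (0.0676).

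A hypothesis formed on these data, and tested only after the values were seen, is that basement membrane genes rose relative to fibrillar collagens. Within the fixed matrix and collagen lists, 10 of 12 basement membrane genes were higher and 1 lower (median log2 fold change 0.67), and 6 of 7 fibrillar collagen genes were lower and 1, Col5a3, higher (median -0.82). The medians kept these signs after the shift to a common median (0.44 and -1.05) and with quantile normalization (0.46 and -0.63). Their difference was 1.49, with p = 0.0621 in an exact two-sided permutation test over the 50388 divisions of these genes, so the difference did not pass the threshold and the hypothesis stays open.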
